# Moderate Chronic Treadmill Exercise Slows Dopaminergic Neuron Loss in a Rat Model of Parkinson's Disease and Alters RNA Content of Circulating Plasma Exosomes

**DOI:** 10.1002/jnr.70084

**Published:** 2025-10-13

**Authors:** Bruce A. Citron, Maynard Guzman, Bobak Shapdoor, Pranela Rameshwar, Arpine Sokratian, Amaan L. Shaikh, Anya E. Mausoof, Andrew B. West, Vedad Delic

**Keywords:** alpha synuclein, CD63, chronic, exercise, exosomes, fibrils, parkinson's, preclinical, rat, treadmill

## Abstract

Exercise has been reported to improve outcomes in patients with Parkinson's disease, but the exact biological mechanisms remain incompletely understood. This study was conducted to determine whether chronic moderate treadmill exercise prevents dopaminergic neuron loss and Lewy body‐like inclusion burden in a preclinical model of PD. This study also sought to identify plasma exosome bound “exerkines” with potential to induce neuroprotective brain adaptations. Benefits of exercise are thought to be achieved in part through nucleic acids, lipids, and peptides termed exerkines abundant during exercise. These exerkines can induce cell‐specific exercise adaptations culminating in neuroprotection. Membrane‐free exerkines are subject to degradation in blood and may not effectively cross the blood‐brain barrier to induce brain adaptations to exercise, limiting their inter‐organ signaling potential. This led us to hypothesize that exerkines, bioactive RNAs in particular, may be selectively packaged into exosomes and released into plasma during exercise. Exosomes are small extracellular vesicles, selectively packaged and released by cells, with likely important differences in composition at rest, during injury and disease, and in response to exercise. Exosomes have been demonstrated to play a major role in inter‐organ communication. Chronic exercise was found to provide neuroprotection to dopaminergic neurons in the substantia nigra pars compacta, without affecting Lewy body‐like inclusion burden in the nigra or the striatum. Plasma exosomal RNA was isolated from age‐matched exercising and sedentary non‐PD rats and sequenced. We report 27 unique RNAs upregulated in the exosomes of exercisers, 3 mRNAs with clear neuroprotective potential.

**Summary**

- Exercise is known to slow PD progression, but the exact mechanisms by which this is accomplished are incompletely understood.
- We show that moderate exercise lasting for 1 month significantly slows the progression of PD in a preclinical rat model.
- We identify RNAs that are increased in plasma exosomes of rats undergoing moderate exercise. Exosomes are small, selectively packaged extracellular microvesicles that are known mediators of interorgan communication.
- They carry bioactive molecules, like the RNAs we identified, that have the potential to induce neuroprotective benefits of exercise.
- These exosomes may also facilitate the benefits of exercise in other neurological disorders.

## 1 Introduction

PD is a common neurodegenerative movement disorder affecting millions with well‐recognized motor deficits, and emerging recognition of associated non‐motor symptoms (Ahmad et al. 2023; Borgonovo et al. 2017). Genetic and environmental risk factors for PD have also been identified. Common genetic risk factors for PD include gain‐of‐function mutations in the leucine‐rich repeat kinase (LRRK2) (Taymans et al. 2023). gene and duplications or mutations in the gene coding for alpha‐synuclein (SNCA) (Magistrelli et al. 2021). In total, 23 risk genes (PARK 1–23) have been identified so far, with some having multiple genetic variants (Li et al. 2021; Tran et al. 2020). However, even the most common PD‐causing mutations account for only 1%–9% of all PD cases depending on the population (Pitz et al. 2024). In contrast, environmental risk factors for PD are far more common, including traumatic brain injury and exposure to herbicides, pesticides, and volatile toxicants (Delic et al. 2020). Regardless of the cause, PD treatments remain limited to symptom management using dopaminergic agonists and deep brain stimulation. While effective at managing symptoms, these treatments do not stop or slow the progression of PD.

Benefits of long‐term or chronic moderate exercise have been robustly associated with improved clinical outcomes for patients with PD (Tsukita et al. 2022). In a 6‐hydroxydopamine (6‐OHDA)–induced rat model of hemi‐parkinsonism, degeneration was alleviated with moderate exercise (Chen et al. 2018). Similar effects were reported in an adeno‐associated virus‐α‐synuclein (AAV‐α‐syn) rat model of PD (Crowley et al. 2018). However, bona fide Lewy body‐like inclusion formation, typical of PD, and progressive rather than acute neurodegeneration together with progressive transsynaptic spread of pathology are seen in the fibril model of PD (Volpicelli‐Daley et al. 2016). These aspects of human PD pathology are important when evaluating the benefits of exercise in animal models. Progressive neurodegeneration with transsynaptic spread of alpha synuclein pathology can be achieved with intracranial injection of preformed alpha synuclein fibril (PFF) (Volpicelli‐Daley et al. 2016). Using the PFF model of PD, we wanted to evaluate the effects of exercise on the progressive loss of dopaminergic neurons and Lewy body‐like inclusion burden. Moreover, we wanted to identify exercise factors abundant during exercise with the potential to induce neuroprotective adaptations.

Several lines of evidence indicate that circulating factors present in the blood may promote neurological restoration. Parabiosis between young and aged animals has been shown to confer improvements in behavioral function to aged animals (Castellano et al. 2016). In these studies, the circulatory systems of a young and aged animal are connected for a time and have shown improvements in various diseased states (Castellano et al. 2016). The feasibility of blood factors as potential treatments for neurological disorders was also demonstrated in humans, with the transfusion of plasma from young human donors to elderly recipients with mild cognitive impairment (Sha et al. 2019). Factors involved in the improvements could include exerkines that are released during or shortly after exercise by all tissues, with potential for autocrine and paracrine signaling. Common autocrine exerkines released during exercise with neuroprotective potential include BDNF and Musclin (Chow et al. 2022). Exerkines with endocrine effects on the brain are more controversial. For example, Irisin, a muscle‐derived peptide, is present in blood plasma with neuroprotective properties, but its direct link to brain tissue remains tenuous due to unresolved transcription issues and detection method reliability (Albrecht et al. 2020). Viral overexpression of irisin was shown to be neuroprotective in a mouse model of PD, but the study did not resolve the physiological irisin levels or mechanisms of action (Kam et al. 2022). Although the neuroprotective benefits of exercise are well‐known and largely irrefutable, the molecular mechanisms of exercise‐associated benefits remain incompletely understood (Chow et al. 2022). Better understanding of inter‐organ communication during exercise, particularly those with neuroprotective potential, can inform the development of future therapeutics.

Plasma exosomes are small (< 100 nm) extracellular micro‐vesicles, and their cargo includes selectively packaged, bioactive RNAs, proteins, and lipids protected from enzymatic breakdown in blood. Exosomes are facilitators of inter‐organ communication, are abundant after exercise, and can be readily isolated from blood. A recent human pilot study showed that exosomes present in the blood of healthy sedentary human subjects differ from those that undergo exercise in their micro‐RNA content (Garai et al. 2021) suggesting that those exercise‐specific exosomes may be involved in inter‐organ communication. A deeper understanding of neuroprotective factors in the blood that can reprogram brain cells toward regeneration would allow for the development of more specific and more effective treatments. Exosomes are a product of the endolysosomal pathway, synthesized and loaded with cargo, and then stored in multivesicular bodies (MVB) prior to release from the cell (Simons and Raposo 2009). They can be isolated from various biofluids, including blood, by several methods, such as differential centrifugation and filtration. Often, more than one method of isolation is employed to maximize the yield and purity. Exosomes contain membrane markers that prevent their phagocytosis in the blood, allowing distribution over long distances and reaching other organs (Parada et al. 2021). Exosomes do not elicit a strong immune response and have been shown to readily cross the blood‐brain barrier (Banks et al. 2020). Accepted exosomal biomarkers include CD9, CD63, and CD81 (Hoshino et al. 2020). Building on these studies, we wanted to determine the degree of treadmill exercise necessary to achieve neuroprotection in a preclinical PFF model of PD and to identify the peripheral exosomal RNA content released during neuroprotective levels of exercise. Changes in plasma exosomal RNA resulting from chronic exercise compared to sedentary control are currently absent from human and rat literature. This study will identify plasma exosome RNAs abundant at levels of moderate chronic exercise that can provide neuroprotection in PD rats. Results of this study will expand our understanding of exercise‐adaptive changes with neuroprotective potential.

We hypothesize that 1 month‐long moderate chronic exercise will slow the progression of PD as measured by dopaminergic neuron loss and Lewy body burden. Additionally, we hypothesize that plasma exosomal RNA cargo will have increased levels of mRNAs with the potential to induce neuroprotective brain adaptation to exercise.

## 2 Methods

### 2.1 Animal Usage

Male Sprague Dawley (SD) rats, 9–10 weeks of age, were obtained from Charles River and handled in accordance with the VA New Jersey Health Care System Institutional Animal Care and Use Committee (IACUC) guidelines. Rats were housed individually in standard polycarbonate 18‐quart tubs with bed‐o‐cob bedding, which was changed once a week. Rooms were kept at 22°C ± 4°C, and rats were kept 12 h on and 12 h off reverse light cycles to allow for experiments during rat subjects' active phases. To minimize stress during handling and experiments, rats were acclimated to the experimenter by handling for a week before experiments were performed. Two separate cohorts were used in this study. Cohort 1: nucleation of PD by injection of PFFs followed by exercise treatment and histology; cohort 2: exercise treatment followed by molecular biology to determine exosome content after exercise. All rats were kept on a standard *ad libitum* diet for food and water.

### 2.2 Recombinant αSyn PFF Synthesis and Injection

To initiate PD‐like pathology, rats were anesthetized and intracranially injected unilaterally into the anatomical right SNpc with 20 μg of PFFs or monomeric αSyn, as previously detailed by Delic et al. (Delic et al. 2022). The monomers and PFFs were generously provided by Dr. Andrew West at Duke University School of Medicine and were generated as previously described by Abdelmotilib et al. (Abdelmotilib et al. 2017). Briefly, recombinant mouse αSyn was expressed in *E. coli* , isolated, and purified using size exclusion chromatography and ion exchange, followed by endotoxin removal. αSyn was aggregated into fibrils using the aggregation assay (Polinski et al. 2018; Volpicelli‐Daley et al. 2014). Formed fibrils were fragmented by sonication and diluted to 5 μg/mL. A burr hole was made at X = 2.5, Y = 5.35–5.5, Z = 7.4–7.5 mm of Bregma and injected in a 4 μL volume over 30 min.

### 2.3 Exercise Protocol

Rats were placed on the treadmill facing away from the experimenter. Animals were continuously monitored while on the treadmill. Lanes were separated by plexiglass enclosers, preventing interactions between rats. The exercise group underwent a warm‐up for 5 min at 10 m/min and exercise for 30 min with no incline, at 20 m/min, 5 days a week. A 5‐lane MazeEngineers treadmill equipped with both a light signal and tail shock was used for exercise. Sedentary controls were present in the room during exercise. While the literature remains inconsistent on the speed that provides the most benefits, 20 m/min is tolerated for up to 45 min, 5 days a week (Lalanza et al. 2015). Up to 50% attrition was found at speeds greater than 20 m/min for 30 min. 20 m/min was used since PD rats consistently tolerated this speed with minimal attrition (1 rat).

### 2.4 Perfusion and Tissue Collection

Rats slated for IHC were deeply anesthetized and perfused with PBS, and then by 4% paraformaldehyde (PFA), followed by an overnight fixation in 4% PFA with agitation at 4°C. Brains were cryopreserved in 30% sucrose and stored at −80°C as previously described by Delic at al (Delic et al. 2022). Blood was drawn via left ventricle cardiac puncture and collected into a heparin‐lithium coated vacuum tube within 30 min of the last exercise. To obtain plasma, the blood was centrifuged twice at 8500 x g for 180 s using HemoCue StatSpin Express 2 Centrifuge to remove cells and cellular fragments. Plasma was kept on ice until the same day of exosomal isolation.

### 2.5 Statistics

Required sample size *n* = 10 was determined experimentally based on power analysis (expected sigma = 0.377, effect size = 1.33, significance 0.05, and power = 80%) for stereological estimation of TH+ neurons in the substantia nigra pars compacta (SNpc). *n* = 10 was used for comparing TH+ fiber density in the striatum. All histological groups had 2 controls (monomer, which was surgery vehicle control, and PFF injected positive control) and 1 experimental group, PFF + exercise. For molecular assays with higher sensitivity like RNA sequencing, *n* = 4 was determined experimentally to be adequate. Two groups: 1 sedentary control and 1 exercise experimental group. Rats were randomly assigned to each experimental or control group using a random number generator. Ordinary one‐way ANOVA test was used to determine significant differences in the TH+ neuronal counts in the SNpc. Significance was indicated by * *p* < 0.05 and ** *p* < 0.01. Closed circles represent individual data points, red error bars represent standard deviation, and black horizontal bar indicates mean. One‐way ANOVA with Tukey's multiple comparison post hoc results is now included in the figure caption for data where statistical analysis was performed; the entire ANOVA table and normality tests are included in supplemental Table S1 Data was analyzed and graphed using Prism for macOS. Rats were excluded from the study if they failed to exercise; 1 rat was replaced on the second day of exercise. No rats perished during the course of the study.

### 2.6 Immunohistochemistry

40‐μm thick serial sections were collected using a freezing microtome 1–4 through nigra and 1–6 through the striatum. The sections were stored in 50% glycerol with 0.1% sodium azide at −20°C. All tissue used for IHC underwent antigen retrieval for 30 min with agitation at 37°C in buffer (10 mM Citrate, 0.05% Tween‐20, pH 6.0). Blocking was done using serum of the species in which secondary antibodies were raised. For a list of all antibodies, please see Table 1. Tissue used for stereology was quenched in methanol with 0.6% hydrogen peroxide and probed with primaries raised against tyrosine hydroxylase (TH+) for dopaminergic neurons. Phosphorylated alpha synuclein (pSyn) at the serine 129 residue was also stained in the same way to visualize Lewy body‐like inclusions for manual counting. TH+ and pSyn were visualized with HRP‐conjugated secondary antibodies and DAB kit stain from Vector Labs. Tissue was counterstained with hematoxylin for nuclei. Stained sections were mounted on Fisherbrand Superfrost slides, dried, covered with Permount mountant, and covered with coverslips. For fluorescent staining, blocking was performed after antigen retrieval without methanol quenching, followed by incubation with fluorescent secondary antibodies Table 1. Fluorescent sections were counterstained with Hoechst and mounted on Superfrost slides, covered with ProLong Gold antifade mountant and covered.

**TABLE 1:** Primary and secondary antibodies used in this study.

Primary Antibody	Species	Type	Dilution	Vendor	Catalog #
TH	chicken	polyclonal	1 to 1000	Millipore	AB9702
NeuN	mouse	monoclonal	1 to 1000	Novus	NBP1‐92693
pSyn	rabbit	monoclonal	1 to 10,000	Abcam	ab51253
CD9	Rabbit	monoclonal	1 to 1000	Fisher	PIMA531980
CD63	Rabbit	polyclonal	1 to 1000	Fisher	PIPA592370
CD81	Rabbit	monoclonal	1 to 1000	Fisher	PIMA532333
FNDC5	Rabbit	polyclonal	1 to 1000	Invitrogen	PIPA579279
Anti BDNF	Rabbit	monoclonal	1 to 1000	Abcam	NC1089906
NPY	Rabbit	Monoclonal	1 to 1000	Cell Sginal	77100SF
Protein Controls					
Irisin			1 ng	PhoenixPharm	NC1884506
BDNF			1 ng	R&D Systems	248‐BD‐005
Secondary Antibody					
Alexa 488 anti‐rabbit	goat	polyclonal	1 to 1000	Invitrogen	A32721
Alexa 555 anti‐chicken	goat	polyclonal	1 to 1000	Invitrogen	A21437
Alexa 647 anti‐mouse	goat	polyclonal	1 to 1000	Invitrogen	A32728
IRDye 680rd anti‐rabbit	donkey	polyclonal	1 to 10,000	LICOR	925–68,073
IRDye 800CW anti‐mouse	donkey	polyclonal	1 to 10,000	LICOR	926–32,212
HRP anti‐rabbit	goat	polyclonal	1 to 1000	Cell Signaling	7074P2
HRP anti‐mouse	goat	polyclonal	1 to 2000	Invitrogen	62–6520

### 2.7 Unbiased Stereological Quantification of DNs

Sections used for counting cover the entire SNpc with 1 in 4 sampling and equal 120 μm spacing, with random frame placement through all areas counted. Guard zone height was set to 2 μm. Sampling grid size (e.g., 200 μm) was adjusted as needed, due to lesion size variability, averaging 5 objects counted at each of 100 to 200 x‐y locations. TH+ positive DAB‐stained dopaminergic neurons and TH‐ neurons were counted. Dopaminergic neurons were differentiated from non‐dopaminergic neurons based on dark brown staining of soma. TH‐ neurons were differentiated from glia by their large size Figure 2C and from TH+ neurons by lack of DAB staining.

### 2.8 Confocal Microscopy

Sections were imaged in four channels with an Olympus FluoView 3000 confocal microscope operating Fluoview FV31S‐SW software. Excitation wavelengths of 405 nm, 488 nm, 561 nm, and 640 nm were optimized in each channel before image acquisition. Z‐stack images for visualization of pSyn, TH, and NeuN were obtained at 20× and 60× magnification using the same optimized laser settings. All images were exported and processed to MaxZ projections with ImageJ 1.53a (Schneider et al. 2012).

### 2.9 Li‐Cor Scanning

A LI‐COR Odyssey CLx scanner was used to measure TH+ fiber density in the striatum to evaluate loss of TH+ fibers, which is concomitant with neuron loss in the ipsilateral PFF‐injected nigra. Sections on Fisherbrand Superfrost Plus Microscope slides were scanned tissue side down without a coverslip, with an offset of 0.00 mm and a 21 μm resolution. The area of capture was set using LI‐COR software. Signal intensity was normalized to the contralateral side.

### 2.10 Exosomal Isolation

Exosomes were isolated from fresh rat plasma with either ultracentrifugation, the exo‐quick exosome isolation kit (Fisher Health catalog# NC1404477), or the Total Exosome Isolation (from plasma) kit (Invitrogen, catalog #4484450) according to manufacturers' instructions. Exosomal precipitation kits from Fisher or Invitrogen resulted in a far higher yield compared to ultracentrifugation Figure 2S. Briefly, 1.5 mL of fresh rat plasma from each sample was aliquoted equally into two 1.5 mL tubes (750 μL per tube). The plasma samples were centrifuged at 2000 x g for 20 min at room temperature to eliminate cells and debris. The supernatant was then transferred to a new tube and centrifuged at 10,000 x g for 20 min to completely remove debris. The clarified plasma, approximately 700 μL per tube, was then transferred to a new tube and placed on ice. To precipitate exosomes, 0.5 volumes of PBS (350 μL) were added and vortexed to mix thoroughly, followed by 0.2 volumes (210 μL) of exosome precipitation reagent. The solution was mixed by vortexing and incubated at room temperature for 10 min. The sample was then centrifuged at 10,000 x g for 10 min at room temperature. The supernatant was discarded, and the precipitated exosomes were centrifuged again at 10,000 x g for 1 min. The supernatant was carefully discarded, and each exosome pellet was resuspended in 100 μL of PBS. Two tubes containing exosome suspensions from the same sample were combined in one tube to obtain a final volume of 200 μL exosome suspension per sample. The exosome suspension was stored at 4°C overnight and was processed for RNA extraction within 24 h.

### 2.11 Exosome Validation

Plasma exosomes isolated by either exosome isolation kits or differential centrifugation were assessed for the total number of particles of 100 nm size on a Nanosight. Particle yield with a diameter < 100 nm was increased by 10,000‐fold using exosome isolation kits. For further validation, samples underwent immunoblotting for exosomal markers CD 9, CD 61, CD 83 Figure S1 with CD 63 showing a robust signal in exercise and sedentary combined samples Figure 3B.

**FIGURE 1:**
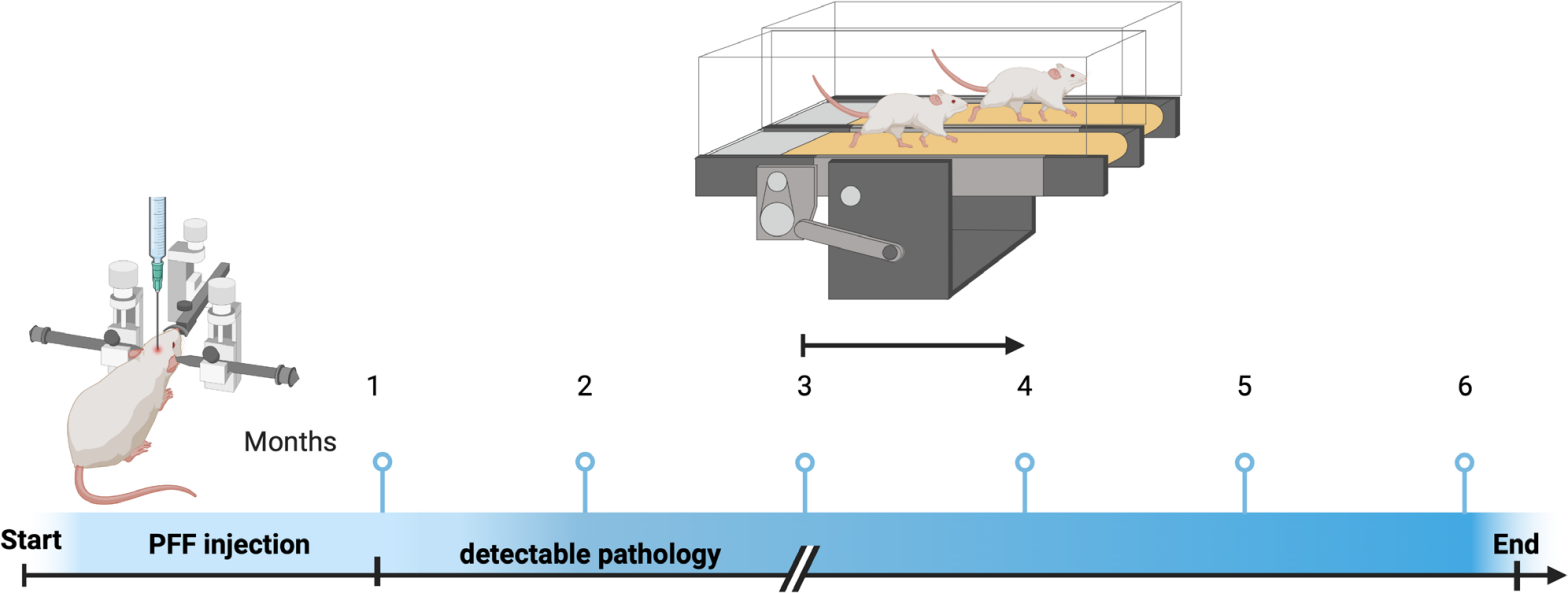
Experimental design and timeline. Month‐long moderate exercise was initiated 3 months after PD nucleation, and the experimental endpoint was 6 months after PFF injection. Created in BioRender. Delic, V. (2025) https://BioRender.com/wsdp6nd.

### 2.12 Westerns to Validate Exosomes and Detect Neuroprotective Peptides

Total protein was isolated using RIPA buffer from exercising and sedentary rat plasma exosomes. The exosome homogenate was vortexed, and cell debris was spun down at 4°C for 5 min at 14,000 rpm. Protein concentration was determined with the Pierce BCA Protein Assay Kit and iMark Absorbance Microplate Reader (Bio‐Rad). For western blot analysis, up to 30 μg of protein was loaded onto the 4%–20% Mini‐PROTEAN TGX Stain‐Free Gels. Electrophoresis was conducted for 30 min at 200 V. For total protein normalization, before transfer, the stain‐free gels were cross‐linked with a Bio‐Rad ChemiDoc imaging system, with a UV transilluminator for 1 min. The gel was transferred on a Bio‐Rad Trans‐Blot Turbo, and Trans‐Blot Turbo RTA Mini 0.2 μm PVDF for 7 min at 2.5 A and 25 V. The membrane was subsequently scanned for total protein on the ChemiDoc, washed 2× with TBST, and blocked for 1 h in 5% fat‐free powdered milk reconstituted in TBST. Blots were washed three times and incubated overnight in primary antibodies followed by HRP‐linked secondaries for 2 h Table 1. The blots were visualized with Clarity Max Western ECL substrate and imaged on the ChemiDoc. Analysis was performed using Image Lab Version 5.2.

### 2.13 RNA Isolation

RNA was extracted from exosomes using the Total Exosome RNA and Protein Isolation kit (Invitrogen, catalog #4478545) according to the manufacturer's instructions. An equal volume of pre‐warmed 2X Denaturing solution was added to 200 μL of exosome suspension, mixed by vortexing, and incubated on ice for 5 min. 400 μL of Acid‐Phenol:Chloroform was added to this mixture, the tubes were vortexed to mix thoroughly, and then centrifuged at > 10,000 x g at room temperature for 5 min. The upper aqueous phase was transferred to a new tube, and the transferred volume noted (~300 μL). 1.25 volumes of 100% ethanol (375 μL) were added to the aqueous phase and mixed by vortexing. The mixture was then applied to the Filter Cartridge, centrifuged briefly at 10,000 x g, the flow‐through discarded, and washed with Wash solutions three times as indicated in the protocol. Finally, RNA was eluted in a fresh tube by applying 27 μL of nuclease‐free water pre‐warmed to 42°C to the filter cartridge, incubating at room temperature for 1 min, and then collecting the eluate by centrifugation. A second eluate was similarly collected from the same filter cartridge to ensure full recovery of RNA. Eluted RNA was analyzed on a TapeStation using high sensitivity RNA ScreenTape.

### 2.14 RNA Sequencing

Due to the picogram amounts of RNA, RNA‐Seq libraries were prepared using Takara SMARTer Stranded Total RNA‐Seq Kit v3—Pico Input Mammalian (Takara Bio USA Inc. catalog #634485). 1 ng of extracted RNA was used as input for library construction without fragmentation. Illumina adapters and indexes were added after first strand synthesis and amplified using 10 PCR cycles. The product was purified with NucleoMag beads at a 1.0X bead ratio. This was followed by depletion of the ribosomal cDNA, RNA‐seq library amplification, and purification. The purified libraries were analyzed with D1000 ScreenTape on TapeStation and stored at −20°C. The libraries were quantified by Qubit fluorometer, pooled in an equimolar ratio, and sequenced on a NovaSeq X Plus instrument.

## 3 Results

### 3.1 Moderate Exercise Slows PFF Induced Neurodegeneration

One month of daily moderate exercise, beginning 3 months after PD was initiated Figure 1, was found to significantly reduce neurodegeneration in rats undergoing moderate exercise compared to sedentary controls Figure 2. DN loss in the sedentary group was 33% and 13% in the exercise group Figure 2A. Representative images of DNs in the SNpc of monomer, PFF, and PFF + exercise (Figure 1B).

**FIGURE 2:**
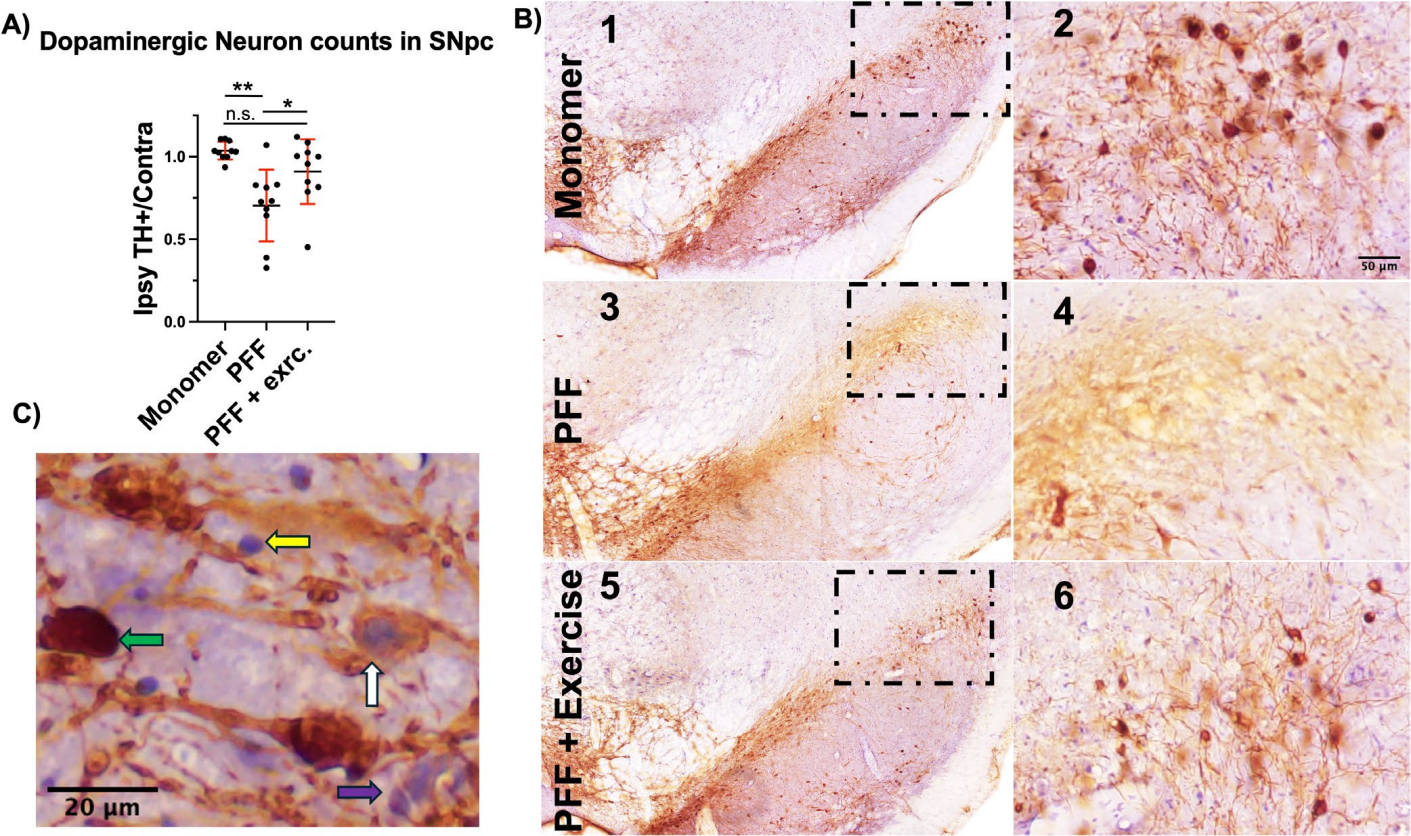
Stereological estimation of dopaminergic neurons in the SNpc normalized to the contralateral side. Chronic exercise slowed PFF induced dopaminergic neuron loss compared to sedentary PFF controls A. Representative images of ipsilateral injected nigra with an inserted digital zoom, vehicle monomer injected B1, B2, sedentary PFF injected B3, B4, and PFF with exercise B5, B6. Representative image indicating dopaminergic neurons staining strongly for TH+ green arrow, and weakly staining for TH+ white arrow and non‐TH+ neurons purple arrow, distinguished by large nucleus and nonneuronal cells yellow arrow distinguished by small nucleus C. Representative image demonstrating ability to discriminate between dopaminergic neurons strongly green arrow, and weakly staining for TH+ white arrow and non‐TH+ neurons purple arrow, and nonneuronal cells yellow arrow in (Figure 2C). ANOVA: F (2, 27) = 9.60, *p* < 0.001. Tukey's multiple comparisons test adjusted *p* value: Monomer vs. PFF *p* < 0.001, Monomer vs. PFF + exercise *p* = 0.238 n.s., PFF vs. PFF + exercise *p* < 0.032. Mean and standard deviation: Monomer = 1.037, 0.054, PFF = 0.704, 0.217, PFF+ exercise = 0.910, 0.196.

### 3.2 Denervation of the Striatum Is Not Affected by Moderate Month‐Long Exercise at the 6‐Month Endpoint

Denervation of the striatum was quantified by measuring TH+ signal intensity of fiber projections in the striatum. Mean denervation (decrease in signal ipsilateral to the injection, normalized to the contralateral un‐injected side) was 8.0% between monomer and PFF and 10.23% between monomer and PFF + exercise group Figure 3A. Differences were not significant. Representative images of TH+ signal in the striatum with the *right* side of coronal sections ipsilateral to the injection in SNpc (Figure 3 B1‐B3). Representative images of pathology in the striatum ipsilateral side, LB and Lewy neurites *red*, NeuN+ cells green, Hoechst nuclear stain blue, and TH+ fibers white (Figure 3 C1‐C3).

**FIGURE 3:**
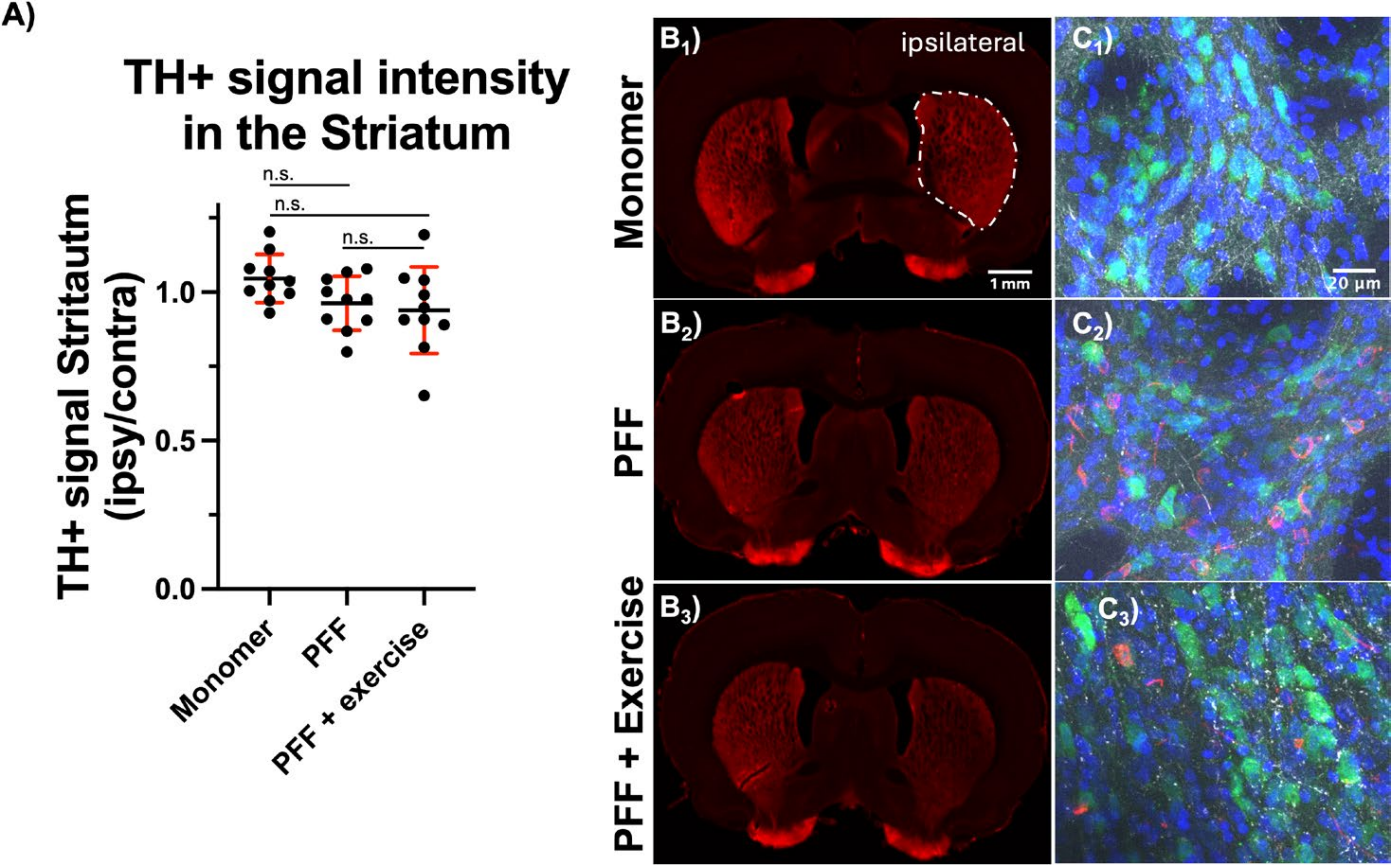
Quantification of TH+ fiber density signal in the ipsilateral striatum. Striatum ipsilateral to the injection showed a small reduction in TH+ fiber density, that was not improved by exercise A. Representative images of the TH+ fiber in the Str of Monomer B1, PFF B2, and PFF + exercise B3. High magnification representative images of Str ipsilateral to the SNpc injection, Monomer C1, PFF C2, and PFF + Exercise C3. TH+ fibers (white), nuclei (blue), NeuN (green), pSyn (red), side ipsilateral to SNpc injection (white arrow). White dashed line indicates area quantified. ANOVA: F (2, 27) = 2.62, *p* = 0.091. Tukey's multiple comparisons test adjusted *p* value: Monomer vs. PFF *p* = 0.223, Monomer vs. PFF + exercise *p* = 0.094, PFF vs. PFF + exercise *p* = 0.884. Mean and standard deviation: Monomer = 1.046, 0.082, PFF = 0.962, 0.091, PFF + exercise = 0.939, 0.146.

### 3.3 Moderate Exercise Does Not Affect Lewy Body‐Like Inclusion Burden in Nigra or Striatum

Representative images of Lewy body‐like inclusions (LB) and neurites absent in vehicle control (Figure 4 A1) and present in PFF injected ipsilateral SNpc of sedentary (Figure 4 A2) and exercised rats (Figure 4 A3). LB burden in nigra can reach up to 476 per rat brain *left* (Figure 4B) and up to 5106 in striatal medium spiny neurons right (Figure 4B). Representative images of LB and neurites absent in vehicle control (Figure 4 C1) and present in PFF injected ipsilateral Str of sedentary (Figure 4 C2) and exercised rats (Figure 4 C3).

**FIGURE 4:**
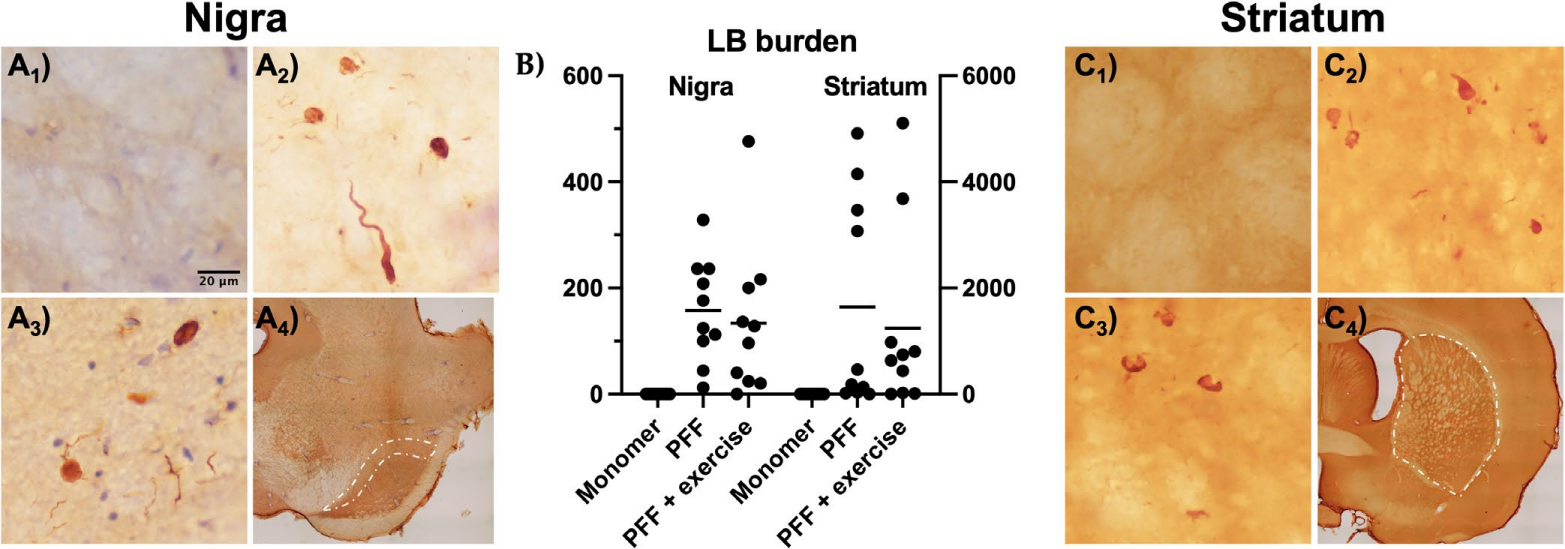
Lewy Body‐like inclusion burden quantification in the Nigra and the Str. Representative images of SNpc probed with antibody against pSyn in monomer A1, PFF A2, and PFF + Exercise A3. Representative image indicating anatomical location of the substantia nigra pars compacta quantified A4. Quantification of LB in the SNpc and the Str in monomer, PFF, and PFF + exercise rats B. Representative higher magnification images are shown of the Str probed with antibody against pSyn in monomer C1, PFF C2, and PFF + Exercise C3. Representative image indicating anatomical location of the striatum quantified C4. Assumptions of the ANOVA test not met, data failed normality test, and statistical analysis not performed. Mean LB burden in nigra: Monomer = 0, PFF = 158, PFF + exercise = 134. Mean LB burden in striatum: Monomer = 0, PFF = 1642, PFF + exercise = 1242.

### 3.4 Exosomes Released During Moderate Exercise Contain mRNA With Neuroprotective Potential

27 unique RNA molecules were significantly upregulated with fold change ranging from 3 to 142 Table 2. 

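Plasma exosome RNA of 4 exercised and 4 sedentary male Sprague Dawley rats was sequenced, with 1 library for each of the labels a to d in both groups. The exercised rats ran on a treadmill at 20 m/min for 30 min after a warm-up of 5 min at 10 m/min, on 5 days per week for 1 month, and blood was drawn within 30 min of the last exercise. Plasma was cleared of cells by centrifugation and exosomes were isolated from 1.5 mL of it. Libraries were made from 1 ng of exosome RNA with a stranded total RNA kit, without fragmentation, with 10 PCR cycles after first strand synthesis and then depletion of ribosomal cDNA. The labels do not say whether rats were pooled, so the p-values measure the spread between libraries.
The authors deposited TPM values for 29541 genes. The submitters' processing notes name rat build mRatBN7.2, and the aligner and the counter are not given in the sources used here. TPM divides the reads of a gene by its length and brings each library to the same total, so every value also moves with the share taken by the most abundant RNAs. Here 10 RNAs held 98.1 to 99.2% of the TPM of a library. They are 3 ribosomal RNAs, 2 copies of 7SL RNA (the RNA of the signal recognition particle), 1 small nuclear RNA, 1 small nucleolar RNA and 3 genes with no assigned type.
For each gene the smallest whole numbers that give its TPM in all libraries were taken as its reads. This worked for 71860 of 71860 values above 0 at a tolerance of 1e-06. By these numbers sedentary a to d held 31357153, 17694853, 29223051 and 27151937 reads, and exercised a to d held 10020804, 21015626, 21038955 and 22094584. Outside the 10 most abundant RNAs, 76357 to 139868 reads per library were left in the sedentary group (median 100629.5) and 64776 to 138860 in the exercised group (median 94701.5), and nearly all RNAs named in the paper were measured on these.
Genes were compared with limma on log2(TPM + 1) for the 508 genes with a mean of at least 1 TPM, with Benjamini-Hochberg adjustment. Log2 fold changes are on that scale, which understates the change of RNAs at low levels. Single RNAs, gene lists and RNA types were also compared with a two-sided exact permutation test over 70 assignments of the libraries, whose smallest p is 0.029. For gene lists, reads per 1000000 reads outside the 10 most abundant RNAs (RPM) were summed. The maximum group means of Table 2 equal the means of exercised b, c and d for 27 of 27 RNAs, within 0.0051 TPM, and its fold changes lie closest to ratios over sedentary a, c and d. Values over these 6 libraries are therefore given before those over all 8. Sedentary b and exercised a are thus the libraries left out, sedentary b as inferred from the fold changes alone. The paper gives no reason for this, and its reporting checklist says that all data were reported, with no outliers.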

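Over the 6 libraries of Table 2, all 27 RNAs had a higher mean TPM in exercised than in sedentary rats. The smallest ratio was 3.84 for Pf4, a chemokine of platelet granules. Among the 24 RNAs with sedentary reads there the largest was 47.3 for LOC120095472, a small nucleolar RNA with 1 sedentary read, whose read ratio of 35.3 has an exact 95% binomial interval of 5.93 to 1436 that covers counting error only. Exercised b held 26 of its 34 exercised reads there. AY172581.23, a mitochondrial tRNA, and the small nuclear RNAs LOC120093427 and LOC120096085 had no read in sedentary a, c and d. Over all 8 libraries the 27 means were also higher in exercised rats. Since 6 of these 8 libraries are those of Table 2, on which the RNAs were chosen, this is not independent evidence of their direction. Among the 25 RNAs with sedentary reads the ratios ran from 2.07-fold for LOC120096085, which had 9.84 TPM in sedentary b and 0 in exercised a (1.13-fold without exercised c), to 18.5-fold for Np4, a neutrophil defensin (4.40-fold without exercised d). Against a floor of 3 reads over the sedentary group, AY172581.23 was 12.8-fold and LOC120093427 21.8-fold higher, and the lower limits of the exact 95% binomial intervals of their read ratios were 8.12 and 14.2. Exercised c held 23 of the 30 reads of AY172581.23 and 76.7% of its summed TPM in the exercised group. All 51 reads of LOC120093427 were in exercised d, so nothing is left of its difference without that library. LOC120098346, a small nuclear RNA, had 264 TPM in sedentary b and 0 in exercised a, and its ratio was 3.98 over the 6 libraries and 2.25 over all 8, where its log2 fold change was -0.49. LOC120095407, another small nuclear RNA of the same length (164 nt), had 1 read in sedentary b and 126 in exercised a. Whether these genes share reads was not tested, and how shared reads were counted is not known.
In 17 of the 27 RNAs every exercised library of Table 2 lay above every sedentary one. Over all 8 libraries this held for 8 RNAs, namely Snora81_1, Snord89, SNORA73, Y_RNA_6, Anp32e, Fth1, Pf4 and the unnamed mRNA gene ENSRNOG00000063835. Chance separates the groups, in either direction, for 10% of genes at 3 against 3 and 2.86% at 4 against 4, but the study chose these RNAs as higher on the same libraries, so the counts cannot be held against these shares. In 14 of the 27 RNAs a single exercised library held more TPM than the other exercised libraries together, which was exercised c for 7 RNAs, d for 3, b for 2 and a for 2. The sedentary group as a whole held 10 or fewer reads for 9 of the RNAs and 100 or fewer for 17.
By limma, 18 of the 27 RNAs passed an unadjusted p under 0.05 over the 6 libraries and 15 over all 8, and 0 passed an adjusted p under 0.05 in either set (smallest adjusted p 0.371 and 0.172). Adjusted over the list alone, 15 and 11 passed, but the study chose this list on the same libraries, so these counts are not independent evidence of its direction.
Among all genes, 0 of 491 over the 6 libraries and 0 of 508 over all 8 passed an adjusted p under 0.05 by limma, with 44 higher and 12 lower in exercised rats at an unadjusted p under 0.05 over the 6 libraries and 43 higher and 11 lower over all 8. Voom on the reads, in limma, also called 0 genes, with 35 higher and 50 lower at an unadjusted p under 0.05. Within the ranges that Table 2 spans (a ratio of at least 3, a larger group mean of at least 5 TPM and an unadjusted p of at most 0.05), 30 genes were higher and 5 lower over the 6 libraries, and 22 were higher and 6 lower over all 8. Of these 22, 14 are in Table 2, and the others are Sh3bgr (ratio 4.76), Luc7l3, a factor of mRNA splicing (3.09), Snora49 (8.61), the U6 copies Rnu6-180 (4.33) and Rnu6-434 (6.11), the small nuclear RNA LOC120095407 (7.69), and LOC120097581 (4.35) and LOC120100227 (3.88). Over the 6 libraries, 16 of the 22 were within the ranges. There Luc7l3 had a ratio of 2.25, and the larger group means of Sh3bgr and Snora49 were 3.40 and 4.52 TPM. By limma the unadjusted p was 0.147 for Rnu6-180, 0.0575 for LOC120097581 and 0.0570 for LOC120102095, which is in Table 2. Leaving out exercised a took the ratio of Sh3bgr to 3.00, that of Snora49 to 5.28 and that of LOC120097581 to 2.69 (8.59 without sedentary a), and that of LOC120095407 was 4.98 without exercised b and 20.9 without sedentary c. The 6 genes lower in exercised rats were Alb, Hpx and Gc, which encode plasma proteins made by the liver (ratios 0.127, 0.173 and 0.312), Snora81_2 (0.182), LOC120093896 (0.300) and LOC120101153 (0.121). Without exercised b the first 4 were at 0.0422, 0.0369, 0.103 and 0.105, Hpx was at 0.374 without sedentary d and Snora81_2 at 0.416 without sedentary b, and LOC120101153 was at 0.0680 without exercised a and 0.188 without sedentary a.
These counts move with the scaling. As deposited, the median log2 fold change of the tested genes was 0.40, and it was 0.17 with median-ratio scaling, -0.05 with TPM scaled again without the 10 most abundant RNAs and 0.01 with quantile normalization. The genes at an unadjusted p under 0.05 then split into 24 higher and 14 lower, 17 and 22, and 19 and 27, and those within the ranges into 13 and 7, 10 and 8, and 8 and 8.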

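Micro-RNA, small nucleolar RNA and Y RNA took a larger share of TPM in the exercised than in the sedentary libraries, but no type passed an exact permutation test after adjustment over the 15 RNA types, which at 4 against 4 would take 9 types at the smallest possible p, so this says little. The share of micro-RNA was 2.94 times, that of small nucleolar RNA 3.32 times and that of Y RNA 4.37 times higher in exercised rats over the 6 libraries of Table 2. Over all 8 libraries micro-RNA made up 0.00407% ± 0.00148 (SD, n = 4) of TPM in exercised and 0.00156% ± 0.000395 in sedentary libraries (ratio 2.61, exact permutation p = 0.029, adjusted p = 0.143). It was 0.00187% in sedentary b and 0.00349% in exercised a. Micro-RNA took only 0.0261 to 0.0666% of the reads outside the 10 most abundant RNAs in sedentary libraries and 0.0673 to 0.116% in exercised ones. Its share of TPM therefore rests on few reads in each library. Small nucleolar RNA made up 0.587% ± 0.349 and 0.225% ± 0.134 (ratio 2.60, exact p = 0.114), with 0.422% in sedentary b and 0.759% in exercised a. Y RNA had a ratio of 2.46 (exact p = 0.086, 4.24 without sedentary b), small nuclear RNA of 1.90 (exact p = 0.229, 2.94 without sedentary d), mitochondrial mRNA of 2.51 (exact p = 0.057) and other mitochondrial RNA, mostly tRNA and rRNA, of 1.20 (exact p = 0.543). Nuclear mRNA was 0.170% ± 0.0423 of TPM in exercised and 0.121% ± 0.0312 in sedentary libraries (ratio 1.40, exact p = 0.143). Most TPM was ribosomal RNA, at 50.3% ± 1.58 in exercised and 41.0% ± 3.87 in sedentary libraries (exact p = 0.029, adjusted p = 0.143), and genes with no assigned type, at 40.8% ± 2.13 and 52.7% ± 5.33 (exact p = 0.029, adjusted p = 0.143). With the 10 most abundant RNAs left out of the scaling, the ratio was 1.74 for micro-RNA (exact p = 0.114), 1.61 for small nucleolar RNA (exact p = 0.229) and 0.901 for nuclear mRNA, and it turned to 0.565 for the other ribosomal RNA genes (exact p = 0.143).
Gene by gene, the 77 tested small nucleolar RNAs were higher as a set than the other tested genes by limma's camera with its preset correlation (adjusted p = 0.0403), and 1 of them passed when adjusted over the list alone. That call was lost with an estimated correlation (adjusted p = 0.778). The 24 tested ribosomal RNA genes were lower as a set (adjusted p = 0.00210), as were the 58 tested pseudogenes (adjusted p = 0.0403), and both calls were lost too (adjusted p = 0.113 and 0.657 with an estimated correlation). Among the 22 genes that were higher within the ranges of Table 2 over all 8 libraries, 9 were mRNAs (40.9%), 8 small nucleolar RNAs (36.4%), 3 small nuclear RNAs (13.6%), 1 a micro-RNA (4.55%) and 1 a Y RNA (4.55%), and 0 were mitochondrial RNAs other than mRNA. Both mitochondrial tRNAs of Table 2, AY172581.1 and AY172581.23, had reads in exercised c and d and in no other exercised library.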

Representation of RNA by type was: 4% micro‐RNA, 7% mitochondrial RNA, 37% mRNA, 33% small nucleolar RNA, 15% small nuclear RNA, and 4% Y RNA Table 2. 

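Rgs4, Npy and Mt-atp6 had more reads in the exercised group, with a wide spread between libraries. Over the 6 libraries of Table 2, Rgs4 (ENSRNOG00000002773, chromosome 13), a regulator of G protein signaling, was at 7.72 ± 11.2 TPM (SD, n = 3) in exercised and 0.544 ± 0.834 in sedentary rats, a ratio of 14.2. Npy (ENSRNOG00000046449, chromosome 4), which encodes neuropeptide Y, was at 5.67 ± 5.68 and 0.398 ± 0.349 TPM, also a ratio of 14.2. Mt-atp6 (ENSRNOG00000031979), a subunit of mitochondrial ATP synthase encoded in the mitochondrial genome, was at 12.1 ± 10.9 and 1.66 ± 1.34 TPM, a ratio of 7.27. With sedentary b and exercised a included, the ratios were 12.1 for Rgs4 (6.38 ± 9.55 against 0.525 ± 0.682 TPM, n = 4), 6.71 for Npy (8.47 ± 7.28 against 1.26 ± 1.75) and 4.85 for Mt-atp6 (11.1 ± 9.09 against 2.29 ± 1.67). Leaving out 1 library took them to 3.08 (exercised b) or 32.2 (sedentary d) for Rgs4, 21.3 (sedentary b) for Npy and 2.92 (exercised c) for Mt-atp6.
Exercised b alone held 81.0% of the summed Rgs4 TPM of the exercised group, with 20.7 TPM from 887 reads, while exercised c and d, at 0.947 and 1.54 TPM, lay within the range of the sedentary libraries or just above it (sedentary d 1.51 TPM). In the libraries left out of Table 2, Rgs4 was at 0.470 TPM in sedentary b and 2.36 in exercised a.
By limma over all 8 libraries the log2 fold change was 1.61 for Rgs4 (standard error 0.736, adjusted p = 0.501), 1.92 for Npy (standard error 0.725, adjusted p = 0.377) and 1.79 for Mt-atp6 (standard error 0.630, adjusted p = 0.333). Npy and Mt-atp6 passed an unadjusted p under 0.05, and Rgs4 did not. Rgs4 passed without sedentary d, exercised c or exercised d, each left out in turn (log2 fold change 1.87 to 2.00), with a pseudocount of 0.1 TPM (2.99) and by voom (3.28). Without exercised b its mean fell under the filter at 1 TPM, so it was not tested. The exact permutation test gave p = 0.057 for Rgs4, 0.086 for Npy and 0.057 for Mt-atp6 at 4 against 4. The same exact test over the 6 libraries gave p = 0.2 for Rgs4 and 0.1 for the other two, where 3 against 3 cannot go below 0.10.
Rgs4 and Npy are also on a fixed list of 25 neuronal mRNAs, of which 20 had reads. The summed RPM of that list were 6.13 times higher in exercised rats over the 6 libraries and 4.88 times over all 8 (2792 ± 2533 against 572 ± 253, SD, n = 4, exact permutation p = 0.029, adjusted p = 0.343 over 24 lists), with 773 in sedentary b and 1883 in exercised a. Passing after adjustment would take 14 of the 24 lists at the smallest possible p. Exercised b was at 6568 RPM, and without it the ratio was 2.68. Without Npy and Rgs4 the ratio was 0.522 over the 6 libraries and 0.567 over all 8 (125 ± 34.4 against 220 ± 71.2, exact permutation p = 0.086).

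**Figure D1:**
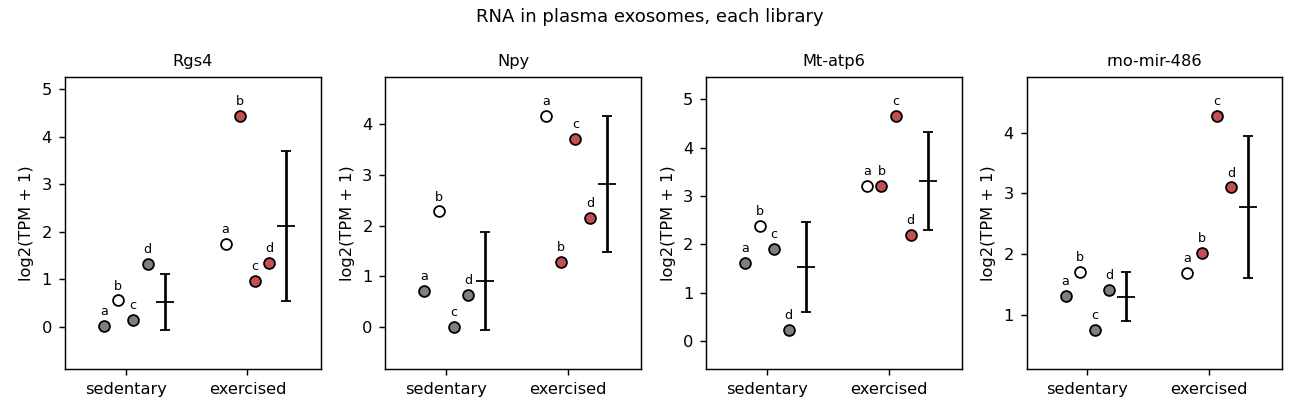
Levels of Rgs4, Npy, Mt-atp6 and rno-mir-486 in each plasma exosome library, as log2(TPM + 1) on the vertical axis, with sedentary libraries in grey and exercised libraries in red. Each circle is a library marked with its letter, open circles are sedentary b and exercised a, and the bar gives the mean and SD of the 4 libraries of a group. In Rgs4 the exercised circles spread widely, with exercised b at 20.7 TPM far above exercised c at 0.947 TPM.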

Fold changes for Rgs4, Npy, and Mt‐atp6 mRNAs were 13, 12, and 5, respectively Figure 5A. Exosomes isolated with ExoQuick were used for sequencing over ultracentrifugation due to a much higher yield Figure 5C, Figure 2S. Exosomes were also validated with Western blot for CD 63 present in both sedentary and exercise samples Figure 5B. Irisin, NPY, and BDNF proteins were not detected in sedentary or exercise‐derived exosomes Figure 3S.

**TABLE 2:** All RNAs upregulated in exerciser plasma exosomes.

Name	Chrom.	Max group mean	FC	*P*‐value	ENSEMBL	Biotype
rno‐mir‐486	16	9.66	5.75	0.02	ENSRNOG00000062490	miRNA
AY172581.23	MT	10.82	80.97	9.23E‐03	ENSRNOG00000033957	Mt_tRNA
AY172581.1	MT	10.72	6.03	4.00E‐02	ENSRNOG00000029070	Mt_tRNA
Np4	16	12.96	14.6	1.13E‐03	ENSRNOG00000069755	protein_coding
Rgs4	13	7.72	12.92	1.18E‐03	ENSRNOG00000002773	protein_coding
Npy	4	5.67	11.8	3.76E‐04	ENSRNOG00000046449	protein_coding
RatNP‐3b	16	32.56	6.75	0.01	ENSRNOG00000038135	protein_coding
gene:ENSRNOG00000063835	5	6.03	6.73	7.94E‐03	ENSRNOG00000063835	Protein_coding
B2m	3	8.59	5.29	5.70E‐03	ENSRNOG00000017123	protein_coding
Mt‐atp6	MT	12.05	4.99	0.02	ENSRNOG00000031979	protein_coding
Anp32e	2	7.28	3.74	0.03	ENSRNOG00000021168	protein_coding
Fth1	1	7.27	3.54	0.04	ENSRNOG00000022619	protein_coding
Pf4	14	5.05	3.09	0.05	ENSRNOG00000028015	protein_coding
LOC120095472	10	6.19	25.48	2.35E‐03	ENSRNOG00000053534	snoRNA
LOC120095739	11	7.32	13.27	1.40E‐03	ENSRNOG00000060035	snoRNA
Snora81_1	10	53.47	8.24	1.77E‐03	ENSRNOG00000060944	snoRNA
LOC120102095	3	6.14	6.76	0.02	ENSRNOG00000052201	snoRNA
LOC120098679	19	25.64	6.74	3.84E‐03	ENSRNOG00000053462	snoRNA
Snord89	9	6.34	5.25	3.00E‐02	ENSRNOG00000055019	snoRNA
LOC120095490	10	20.31	4.19	5.00E‐02	ENSRNOG00000063269	snoRNA
SNORA73	14	76.18	3.59	0.03	ENSRNOG00000052548	snoRNA
Snora52	1	43.27	3.12	4.00E‐02	ENSRNOG00000065361	snoRNA
LOC120093427	6	9.31	142.31	5.04E‐03	ENSRNOG00000059869	snRNA
LOC120096085	12	6.78	105.97	5.50E‐03	ENSRNOG00000071022	snRNA
LOC120101155	2	5.5	6.29	3.00E‐02	ENSRNOG00000062782	snRNA
LOC120098346	18	453.31	3.25	0.04	ENSRNOG00000066317	snRNA
Y_RNA_6	4	143.7	4.66	0.01	ENSRNOG00000060430	Y_RNA

**FIGURE 5:**
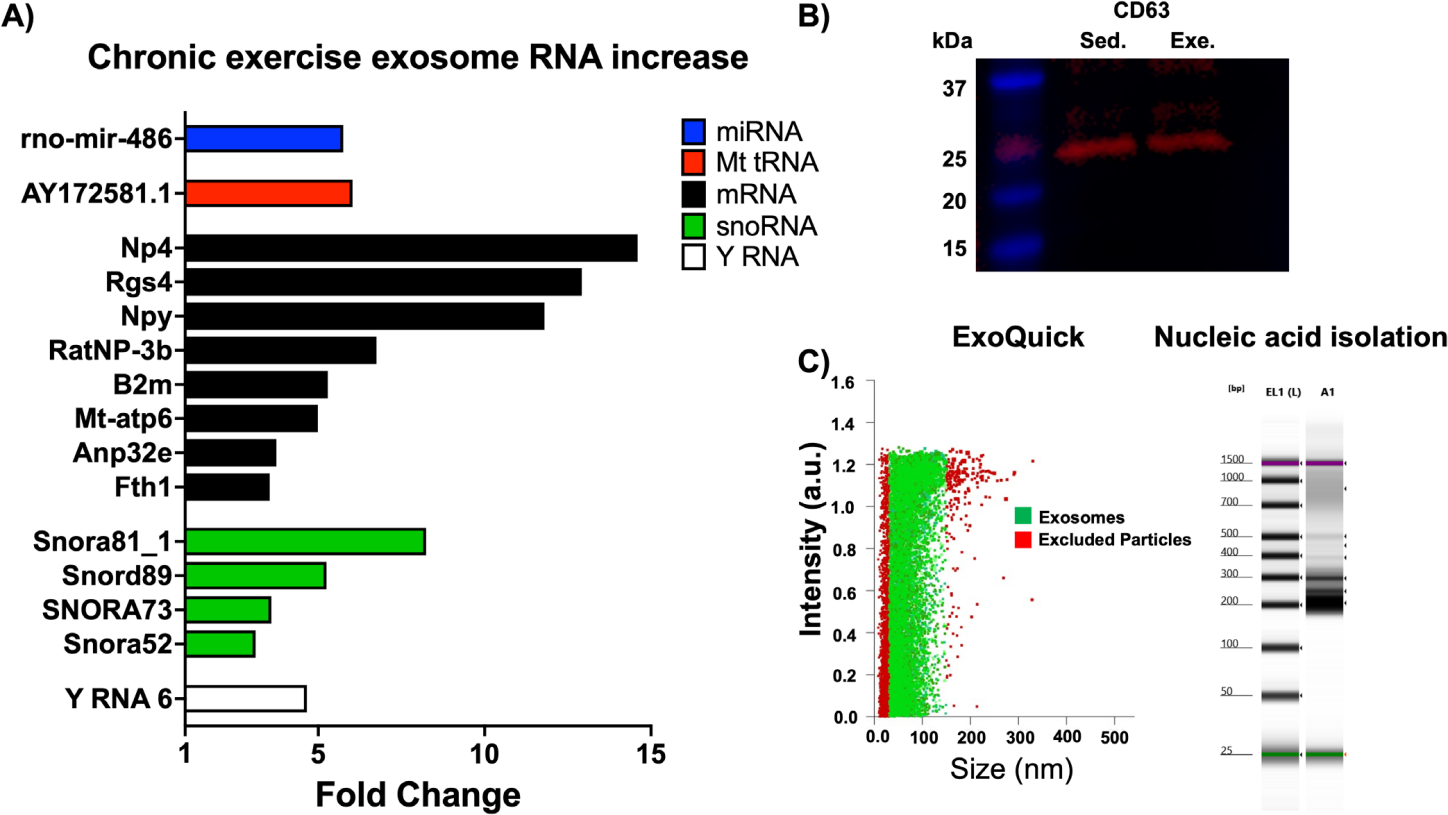
Upregulation of exosomal RNA in plasma exosomes of exercisers compared to sedentary controls. Fold increase in plasma exosome RNAs with known function A. Immunoblot of sedentary and exercised combined rat samples for exosomal marker CD 63 B. Quality control for isolated exosome yield and nucleic acid isolated from those exosomes C. Bars indicate fold change differences of exercisers compared to sedentary controls.

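Among the RNAs of known function, those of the neutrophil defensins were carried by only some of the libraries, whereas Fth1, Anp32e and Pf4 were higher in every exercised library than in every sedentary one. Np4 (chromosome 16), a neutrophil defensin, was 18.5-fold higher in exercised rats both over the 6 libraries of Table 2 and over all 8 (9.72 ± 15.2 against 0.527 ± 0.559 TPM, SD, n = 4, exact permutation p = 0.429). It was at 6.95 TPM in exercised c and 31.9 in exercised d, and had no read in exercised a and b or in sedentary b, and without exercised d its ratio was 4.40. RatNP-3b (chromosome 16), another defensin, was also highest in exercised c and d, at 49.6 and 47.9 TPM. It was at 0.137 in exercised b and 0 in exercised a and sedentary b (ratio 8.62 in both sets, 5.65 without exercised c, exact p = 0.457).
B2m (chromosome 3), the light chain of MHC class I molecules, was 6.86-fold higher over the 6 libraries and 5.32-fold over all 8 (10.4 ± 6.00 against 1.96 ± 1.48 TPM, exact p = 0.057), with 4.07 TPM in sedentary b, above exercised d at 2.37, and 15.8 in exercised a (8.31-fold without sedentary b). Fth1 (chromosome 1), the heavy chain of ferritin, was 4.79-fold and 4.21-fold higher (7.84 ± 5.14 against 1.86 ± 0.780 TPM, exact p = 0.029), with 2.89 TPM in sedentary b and 9.53 in exercised a. Anp32e (chromosome 2), a histone chaperone, was 4.66-fold and 4.41-fold higher (7.39 ± 2.87 against 1.67 ± 0.700 TPM, from 1120 and 377 reads), with 2.01 TPM in sedentary b and 7.70 in exercised a. Its log2 fold change by limma was 1.62 (standard error 0.411, adjusted p = 0.312). Pf4 was at 6.80 ± 3.73 against 1.36 ± 0.563 TPM over all 8 libraries (ratio 4.99, log2 fold change 1.64, standard error 0.417, adjusted p = 0.312 by limma), with 1.51 TPM in sedentary b and 12.1 in exercised a.
Snora81_1 (chromosome 10), a small nucleolar RNA of the box H/ACA class, had the smallest adjusted p of the 508 genes by limma, with a log2 fold change of 4.43 (standard error 0.802, adjusted p = 0.172). It was 11.6-fold higher over the 6 libraries and 17.8-fold over all 8 (61.6 ± 24.5 against 3.45 ± 4.51 TPM), with no read in sedentary b and d and 85.9 TPM in exercised a, and the ratio was 42.9 without sedentary a. Another gene annotated as Snora81, Snora81_2, went the other way (ratio 0.555 over the 6 libraries and 0.182 over all 8, 0.416 without sedentary b and 0.105 without exercised b), and how reads shared by such genes were counted is not known. The sum of both genes was 4.97-fold higher over the 6 libraries and 3.35-fold over all 8 (64.5 ± 24.9 against 19.2 ± 15.7 TPM, exact p = 0.057). It was at 42.4 TPM in sedentary b and at 8.22 to 15.1 in the other sedentary libraries. Snord89 was 7.38-fold and 10.4-fold higher on 58 exercised and 10 sedentary reads (exact p = 0.029), with 2.68 TPM in sedentary b and 35.6 in exercised a (15.9-fold without sedentary b and 4.83-fold without exercised a). SNORA73 was 5.11-fold and 3.14-fold higher (exact p = 0.029), with 45.6 TPM in sedentary b and 54.7 in exercised a (4.75-fold without sedentary b), and the 3 Snora73 copies together were 3.50-fold and 2.71-fold higher (exact p = 0.029). Y_RNA_6 (chromosome 4), a small RNA of the Ro ribonucleoprotein, was 5.90-fold and 3.66-fold higher (147 ± 43.5 against 40.1 ± 36.4 TPM), with 87.4 TPM in sedentary b and 157 in exercised a (6.04-fold without sedentary b), and the 18 Y RNA copies together were 4.37-fold and 2.46-fold higher (exact p = 0.086). None of these exact tests could give a p below 0.10 over the 6 libraries, and the adjusted p by limma was 0.371 for Snora81_1.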

## 4 Discussion

Exercise has been shown to improve outcomes in patients with PD and in animal PD models. Identifying inter‐organ communication with the potential to effect these neuroprotective changes is therefore a critical step toward informing the development of neuroprotective therapeutics. Since exosomes are selectively packaged and released during exercise, this study sought to identify exosomal RNA content at levels of exercise that achieve neuroprotection. Month‐long moderate treadmill exercise was reported to achieve neuroprotection in a 6‐OHDA toxicant‐induced model PD (Garcia et al. 2017). The highest tolerable exercise intensity was determined by titration. While most rats could run faster than 20 m/min, for every additional increase of 5 m/min, there was attrition of 2 or more animals. We found equal attrition among rats regardless of whether they underwent intracranial PFF injection. 20 m/min was achievable by nearly all rats for 5 days a week for 30 min. There was an initial weight loss of up to 10% in each animal that normalized by the second week of exercise, and the weights between former exercisers and sedentary rats were indistinguishable by the end of the study.

### 4.1 Moderate Exercise Slows Neuronal Loss in SNpc but Does Not Affect the LB Burden

Dopaminergic neuron loss was abated by chronic moderate exercise Figure 2, while LB burden was not affected Figure 4. LB burden was expected to decrease with improved neuronal survival since LB pathology can be used to stage the progression of PD. There are a couple of possible explanations for this observation. By 3 months, pathogenic molecular fragments of PFFs “seeded” all the nearby neurons, setting them on a path toward LB formation and eventual degeneration. In this case, LB formation and maturation may be inevitable, but the impact of its formation may be mitigated by trophic signaling in response to exercise. While the total burden may not be impacted, LB ultrastructural composition may be different in response to exercise, making their formation less toxic. Heterogeneity of LB ultrastructural composition has been reported between synucleinopathies that also differ in their rate of progression and disease severity (Tarutani et al. 2022). For example, multiple system atrophy advances more rapidly than PD and has a distinct banding pattern from dementia with LB and Parkinson's disease dementia. It is possible that exercise may alter LB formation processes within PD, thereby limiting their cytotoxicity. Treadmill exercise (5 m/min for 30 min, 6 days for 2 months) was shown to decrease inclusion burden and dopaminergic neuron loss in young A53T transgenic mice injected bilaterally into the striatum with PFFs (Dutta et al. 2024). This neuroprotection was shown to be PPARα dependent, and the presence of the A53T alpha synuclein mutation, striatal PFF injection, and age of mice may have influenced the more robust responsiveness to exercise.

In our previous studies using this model, we found that while loss of dopaminergic neurons correlates with denervation of the striatum, the ratio is not proportional (Abdelmotilib et al. 2017; Delic et al. 2022). One possible explanation for this is that surviving neurons compensate by reinnervating the striatum to provide dopamine. PD symptoms in patients do not appear until dopaminergic neuron loss in nigra exceeds 85%, suggesting that similar compensation may be underway in humans.

### 4.2 Fold Increase in Multiple RNA Types in Plasma Exosomes of Chronic Exercisers

Total abundance and metabolic profile of plasma exosomes among active men has been shown to be similar at rest and after exercise (Darragh et al. 2023). In a pilot study of marathon runners, circulating micro‐RNAs were found upregulated in plasma (Kuji et al. 2021). We therefore wanted to identify RNAs in plasma exosomes of age‐matched rats undergoing a level of exercise that provided neuroprotection in PD. Isolated exosomes were validated by their size using a NanoSight particle analyzer Figure 5C and by surface markers CD9, CD63, and CD81 (Lin et al. 2015). Only CD63 was detected at 25 and 65 kDa bands Figure 5B, Figure S1. Treatment with irisin, an exerkine peptide, was recently reported to attenuate inflammasome activation in PD, ameliorating the PFF‐induced pathology (Zhu et al. 2025). We therefore wanted to determine if irisin and other previously reported neuroprotective peptides, neuropeptide Y and BDNF, were present in exosomes of exercisers. The peptides were not detected in exosomal protein extract using immunoblotting Figure 3S. Absence of irisin, NPY, and BDNF peptides or their mRNAs from plasma exosomes of exercisers in our study suggests that they either reach the brain unaided by microvesicles or may be synthesized in the brain during exercise.

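Npy mRNA was detected in 7 of the 8 libraries, with 144 exercised and 14 sedentary reads over the 6 libraries of Table 2 and 213 and 45 over all 8. The mRNAs of the other peptides were at a few reads in both groups. Bdnf, the mRNA of brain-derived neurotrophic factor, had 13 sedentary and 6 exercised reads over the 6 libraries. Over all 8 it had 15 and 7, with 2 reads in sedentary b and 1 in exercised a (read ratio 0.496, exact 95% binomial interval 0.171 to 1.29 per read outside the 10 most abundant RNAs, exact permutation p = 0.4). Fndc5, whose protein is cleaved to irisin, had 5 sedentary and 4 exercised reads over the 6 libraries and 5 and 5 over all 8, with 0 reads in sedentary b and 1 in exercised a (read ratio 1.06, interval 0.244 to 4.62, exact permutation p = 0.714). These intervals cover counting error only. No difference between the groups was detected for either mRNA, which on so few reads does not show that there is none.
Ostn, the mRNA of the muscle peptide musclin, had 0 reads in every library. Adipoq (adiponectin) had 5 exercised and 0 sedentary reads over the 6 libraries and 6 and 0 over all 8 (exact permutation p = 0.143), and Igf1 had 4 exercised and 8 sedentary reads in both sets (exact p = 0.714). For the surface markers of exosomes, Cd63 had 1 exercised and 9 sedentary reads over the 6 libraries and 10 and 12 over all 8, because 9 of the exercised reads came from exercised a, and 3 sedentary reads came from sedentary b (exact p = 0.971). Cd9 had 17 exercised and 8 sedentary reads over the 6 libraries and 17 and 11 over all 8 (exact p = 0.6), and Cd81 had 0 exercised and 3 sedentary reads in both sets. The reads give mRNA levels only.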

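The micro-RNA gene rno-mir-486 (ENSRNOG00000062490, chromosome 16) was counted over 68 nt, and its reads do not separate mature micro-RNA from its precursor. It had 27 reads in the exercised and 5 in the sedentary libraries of Table 2. Its level there was 9.66 ± 7.90 TPM (SD, n = 3) in exercised and 1.27 ± 0.525 in sedentary rats, a ratio of 7.63. Over all 8 libraries it was 7.80 ± 7.44 against 1.52 ± 0.658 TPM (n = 4), a ratio of 5.14 on 28 and 7 reads, with 2.27 TPM from 2 reads in sedentary b and 2.23 TPM from 1 read in exercised a. Exercised c, with 17 reads and 18.4 TPM, held 58.9% of the summed TPM of the exercised group (ratio 2.82 without it), followed by exercised d with 7 reads and exercised b with 3. No sedentary library had more than 2 reads. Per read outside the 10 most abundant RNAs the ratio of exercised to sedentary reads was 4.25, with an exact 95% binomial interval of 1.81 to 11.5, which covers counting error only.
The log2 fold change over all 8 libraries was 1.48 by limma (standard error 0.577, adjusted p = 0.389), with an unadjusted p under 0.05, and the exact permutation p was 0.057. The 6 libraries gave a log2 fold change of 1.98 (standard error 0.622, adjusted p = 0.371 by limma), with an exact permutation p of 0.1, the smallest that 3 against 3 allow. Without sedentary a, c or d, or without exercised c or d, each left out in turn, the log2 fold change was 0.98 (without exercised c) to 1.52 and no longer passed an unadjusted p under 0.05. Ank1, the ankyrin gene of red blood cells and muscle that hosts this micro-RNA, had 9 exercised and 3 sedentary reads over the 6 libraries and 10 and 5 over all 8, with 2 reads in sedentary b and 1 in exercised a (exact permutation p = 0.086).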

Neuropeptide Y, Mt‐atp6, Rgs4, and Rno‐mir‐486 were increased by 12, 5, 13, and 5‐fold, respectively, in plasma exosomes of chronic exercisers Figure 5A. NPY protein levels decrease in the brains of patients with PD (Duarte‐Neves et al. 2016), increase in the brain with exercise (Chen et al. 2007) and have been shown to provide some level of neuroprotection (Pain et al. 2022). Mt‐atp6 RNA codes for mitochondrially encoded ATP synthase membrane subunit, ATP synthase F_0_ subunit a or 6, that serves as a proton channel essential in driving oxidative phosphorylation (Das et al. 2023; Nijtmans et al. 1995). Mutations in the gene coding for Mt‐atp6 contribute to multiple neurological mitochondrial disorders (Kenvin et al. 2022). Mt‐atp6 abundance in exosomes of otherwise healthy exercisers is speculative but may be upregulated in response to increased global energy demands by tissues during exercise and may indirectly benefit distal neuronal tissue not directly involved with peripheral exertion during exercise. Rgs4 is a controversial modulator of dopaminergic neuron survival, where its inhibition or knockout protects dopaminergic neurons (Lerner and Kreitzer 2012), but low levels of Rgs4 mRNA and protein are found in postmortem brains of schizophrenia patients (Bakker et al. 2007; Mikdache et al. 2021). Rgs4 regulates signaling and heart rate in the sinoatrial node, and its expression is elevated in cardiac tissue during excessive exercise (Cifelli et al. 2008; Rogers et al. 1999). Rno‐mir‐486, elevated in exerciser plasma exosomes, is a micro‐RNA enriched in muscle tissue (Samani et al. 2022), suggesting that a significant proportion of the exosomes collected within 30 min after exercise in chronic exercisers may be muscle‐derived.

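The summed mRNAs of skeletal muscle did not differ between the groups by more than the spread of the libraries. Of a fixed list of skeletal muscle genes, 28 are in the table and 24 had reads. They gave 2883 ± 1479 RPM (SD, n = 3) in exercised and 2833 ± 109 in sedentary libraries of Table 2, a ratio of 1.02. Over all 8 libraries they gave 3251 ± 1414 and 3035 ± 414 (n = 4), a ratio of 1.07 (exact permutation p = 1), with 3641 in sedentary b and 4353 in exercised a. Exercised c, in which rno-mir-486 was highest, had the lowest value of all libraries, at 1337. With each library left out the ratio ran from 0.950 (without exercised a) to 1.28 (without exercised c), so it has no clear direction. Among the most abundant members, the ratio of RPM over the 6 libraries and over all 8 was 1.03 and 1.28 for Myh7, the slow myosin heavy chain (0.823 without exercised a), 0.786 and 0.756 for Aldoa, a glycolytic enzyme, whose ratios of TPM were 1.19 and 1.18, and 0.698 and 0.695 for Tnni1, the slow troponin I. It was 3.06 and 2.47 for Des, the intermediate filament desmin (exact permutation p = 0.6), but 143 of its 185 exercised reads came from exercised b, and without that library the ratio was 1.17.
Heart muscle mRNAs were 1.52 times higher in exercised rats over the 6 libraries and 1.76 times over all 8 (3196 ± 1976 against 1811 ± 913 RPM, exact permutation p = 0.714), with 1925 in sedentary b, 4678 in exercised a and 300.4 in exercised c. Of the members, Myh6, the atrial and adult rat ventricular myosin heavy chain, had ratios of RPM of 1.92 and 2.65 (4.04 without sedentary d), and Tnnt2, cardiac troponin T, of 1.24 and 1.22. Erythroid mRNAs, which red blood cells and reticulocytes carry, were 1.55 times higher over the 6 libraries and 1.70 times over all 8 (19574 ± 12962 against 11481 ± 7287, exact permutation p = 0.343), with 20090 in sedentary b and 38301 in exercised a. The alpha globin Hba-a2 had 5390 exercised and 3148 sedentary reads (ratio of RPM 1.50 over the 6 libraries and 1.89 over all 8, exact permutation p = 0.314), and Alas2, the erythroid enzyme of heme synthesis, had ratios of 2.54 and 10.1 on 158 and 24 reads. Exercised a held 2177 and 106 of these exercised reads, and without it the ratios were 1.19 and 3.38, while without sedentary a that of Alas2 was 16.2. The 4 erythroid genes tested by limma's camera were not called as a set (adjusted p = 0.876). On the fixed lists of muscle and of erythroid micro-RNAs, rno-mir-486 was the 1 member under a name found in the table, and it stands on both lists (6.10 times higher in RPM over the 6 libraries and 4.04 times over all 8, 2.25 times without exercised c, 70.7 ± 69.3 against 17.5 ± 6.87, exact permutation p = 0.171).

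**Figure D2:**
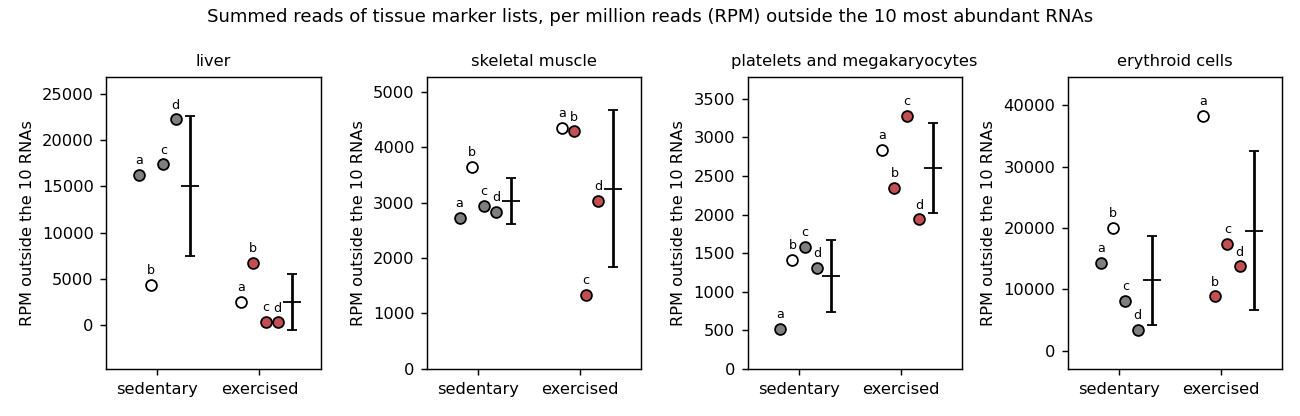
Summed reads of the marker lists of liver, skeletal muscle, platelets with megakaryocytes, and erythroid cells in each plasma exosome library, in RPM, the reads scaled to 1000000 reads outside the 10 most abundant RNAs. Each circle is a library marked with its letter, grey for sedentary and red for exercised, open circles are sedentary b and exercised a, and the bar gives the mean and SD of the 4 libraries of a group. The skeletal muscle circles of both groups overlap, with ranges of 2721 to 3641 RPM in sedentary and 1337 to 4353 in exercised libraries.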

### 4.3 Neuroprotective Muscle‐Brain Cross Talk

Accumulating evidence indicates that skeletal muscle releases signaling molecules “myokines”, with the potential to affect the brain (Chow et al. 2022). These messengers could affect the brain indirectly through adipose tissue by adiponectin, or the liver via insulin‐like growth factor 1. Also, and of most interest herein, are molecules released by muscle cells with the potential to directly affect the brain. We think that the direct effect of muscle on the brain can be achieved through exosomes released during prolonged levels of moderate physical activity. From our exosome RNA data Figure 5A, we see a 5.75‐fold increase in rno‐mir‐486 RNA, implicating skeletal muscle origin. mir‐486 RNA is essential for normal skeletal muscle function and is abundant in healthy muscle tissue (Samani et al. 2022). A 12‐fold increase in exosome NPY mRNA may increase BDNF. 

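Each exercised library had more Npy mRNA than sedentary a, c and d. In these 3 libraries Npy was at 0.649, 0 and 0.545 TPM, from 8, 0 and 6 reads. Exercised b, c and d were at 1.44, 12.1 and 3.44 TPM, from 13, 102 and 29 reads. Of the libraries that Table 2 left out, exercised a was at 16.9 TPM from 69 reads, the highest of all, and sedentary b at 3.86 TPM from 31 reads, above exercised b and d. Without sedentary b the ratio over the other libraries was 21.3, against 6.71 over all 8. The read ratio of exercised to sedentary rats was 10.7 over the 6 libraries (exact 95% binomial interval 6.17 to 20.0) and 5.03 over all 8 (3.63 to 7.10), which covers counting error only. Without sedentary a, c or d, or without exercised a or c, each left out in turn, the log2 fold change by limma was 1.48 (without exercised a) to 1.86 and no longer passed an unadjusted p under 0.05.
Npy also stands on a fixed list of exerkines and myokines, of which 30 are in the table and 23 had reads. Their summed RPM were 1.22 times higher in exercised rats over the 6 libraries and 1.41 times over all 8 (2267 ± 655 against 1602 ± 511, SD, n = 4, exact permutation p = 0.143), with 1545 in sedentary b and 3134 in exercised a. Without Npy and Pf4 the ratios were 0.733 and 0.835 (exact permutation p = 0.543, 1.02 without sedentary d). Besides Npy and Pf4, its most abundant members were Vegfa, the vascular endothelial growth factor (ratio of RPM 0.387 over the 6 libraries and 0.614 over all 8), and Clu, the plasma chaperone clusterin (0.456 and 0.566).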

NPY treatment of cortical neurons in vitro was shown to increase BDNF mRNA and protein levels (Croce et al. 2013). BDNF has well‐established neuroprotective and anti‐inflammatory properties (Xu et al. 2017). The abundance of Mt‐atp6 mRNA discussed above suggests that exosomes may increase oxidative phosphorylation and thereby ATP production in the brain. Together, these findings suggest that exosomes abundant after moderate exercise in plasma of chronic exercisers are enriched for exosomes from muscle tissue, and that these exosomes may provide neuroprotection by modulating anti‐inflammatory, pro‐survival, and energy production signaling.

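Mt-atp6 was at 8.28, 24.3 and 3.56 TPM in exercised b, c and d, from 82, 225 and 33 reads, and at 2.06, 2.74 and 0.165 TPM in sedentary a, c and d, from 28, 41 and 2 reads. Exercised a was at 8.23 TPM from 37 reads. Sedentary b, at 4.19 TPM from 37 reads, lay above exercised d, so the groups overlapped over all 8 libraries and not over the 6. The other abundant mitochondrial mRNAs went in both directions. Mt-co2 and Mt-co3, subunits of cytochrome c oxidase, had ratios of TPM of 2.60 and 3.81 over the 6 libraries and of 6.39 and 4.06 over all 8 (exact permutation p = 0.286 and 0.143), on 120 and 99 exercised against 37 and 34 sedentary reads. Exercised b held 72 of the exercised Mt-co3 reads, and without it that ratio was 1.76, while that of Mt-co2 was 3.20 without exercised a. Mt-nd1, a subunit of complex I, had ratios of 0.906 and 0.561 on 52 exercised and 117 sedentary reads (exact p = 0.257), and of 0.275 without exercised b, which held 35 of the exercised reads.
All 13 mitochondrially encoded mRNAs had reads, and their summed RPM were 1.76 times higher in exercised rats over the 6 libraries and 1.50 times over all 8 (2525 ± 1004 against 1687 ± 452, SD, n = 4, exact permutation p = 0.2), with 1938 in sedentary b and 1652 in exercised a. Without Mt-atp6 the ratios were 1.29 and 1.15 (exact permutation p = 0.914, 0.813 without exercised b). As a set of 6 tested genes they were not called by limma's camera (adjusted p = 0.876). The nuclear genes of oxidative phosphorylation gave a ratio of 0.930 over the 6 libraries and 0.960 over all 8 (2136 ± 531 against 2226 ± 473, exact permutation p = 0.743, and 0.874 to 1.07 with each library left out), from 49 of 54 genes with reads. With TPM scaled again without the 10 most abundant RNAs, the log2 fold change of Mt-atp6 was 1.27, and without sedentary d it was 1.35, and in both cases it no longer passed an unadjusted p under 0.05 by limma.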

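Liver mRNAs were lower and the summed platelet mRNAs higher in exercised rats, and a part of the other list ratios rested on members that are in Table 2. Liver mRNAs, which encode plasma proteins, were at 2460 ± 3695 against 18607 ± 3190 RPM over the 6 libraries of Table 2 (ratio 0.132, SD, n = 3). Over all 8 they were at 2485 ± 3017 against 15049 ± 7578 (ratio 0.165, n = 4, exact permutation p = 0.057), with 4374 in sedentary b, which lay below exercised b at 6726, and 2563 in exercised a, and the ratio was 0.0712 without exercised b. Alb, the mRNA of albumin, had a ratio of TPM of 0.135 over the 6 libraries and 0.127 over all 8, on 105 exercised and 1091 sedentary reads (log2 fold change -1.89, standard error 0.536, adjusted p = 0.312 by limma). Hpx, the heme carrier hemopexin, had ratios of 0.163 and 0.173, Rbp4, the retinol carrier, of 0.341 and 0.425, and Ttr, transthyretin, of 0.543 and 0.661. Exercised b held most exercised reads of these mRNAs (81 of 105 for Alb, 120 of 134 for Hpx, 81 of 94 for Rbp4 and 417 of 488 for Ttr), and without it the ratios over the other libraries were 0.0422, 0.0369, 0.144 and 0.230. Without sedentary d those of Hpx and Rbp4 were 0.374 and 0.654. As a set, the 6 tested liver genes were lower than the other genes by camera with its preset correlation (adjusted p = 1.18e-07 over the 6 libraries and 1.32e-07 over all 8). With an estimated correlation the call was lost (adjusted p = 0.307 and 0.123). Of the 6 genes, 0 passed an adjusted p under 0.05 over all genes by limma and 2 were lower when adjusted over the list alone.
The sum of platelet and megakaryocyte mRNAs was higher in each exercised library than in each sedentary one. It was 2.22 times higher over the 6 libraries and 2.16 times over all 8 (2603 ± 586 against 1205 ± 469 RPM, exact permutation p = 0.029, adjusted p = 0.343 over 24 lists), with 1414 in sedentary b and 2841 in exercised a. Without Pf4, the member that is in Table 2, the ratios were 2.09 and 1.96 (exact permutation p = 0.057 over all 8). The beta-thymosin Tmsb4x_2 had ratios of RPM of 3.03 and 2.75 (exact p = 0.057). Tubb1, the platelet beta tubulin, had ratios of 3.38 and 3.02, but 86 of its 123 exercised reads came from exercised b, and without that library the ratio was 1.65 (4.65 without sedentary d). Clec1b, a platelet receptor, had 87 of its 89 exercised reads in exercised c. Some members did not follow the sum. Vwf, the von Willebrand factor and the member with the most reads (130 exercised and 192 sedentary), had ratios of RPM of 0.524 and 0.764 (of TPM, 0.776 and 1.23, and 0.690 without exercised a), Treml1 of 0.326 and 0.216 (0.422 without sedentary b), and Itga2b, the integrin chain of platelets, of 1.07 and 0.668.
Neutrophil mRNAs had a ratio of 7.65 over the 6 libraries and 6.41 over all 8, but spread widely, at 15.4 and 50.4 RPM in exercised a and b and 3992 and 7238 in c and d, against 440.6 ± 296 in the sedentary group (288 in sedentary b, exact permutation p = 1, ratio 3.07 without exercised d). Without Np4 and RatNP-3b the ratios were 3.18 and 1.46 (2.43 without sedentary b, 0.593 without exercised d). MHC class I mRNAs had ratios of 2.48 and 2.21 (exact p = 0.086), and of 0.747 and 0.645 without B2m (exact p = 0.257). Iron storage and handling had ratios of 2.41 and 2.43 (exact p = 0.143), and of 0.971 and 1.71 without Fth1 (exact p = 1, 0.942 without exercised a), and immediate early and heat shock mRNAs of 1.15 and 1.33 (exact p = 0.314, 2.38 without sedentary d). Interferon response mRNAs had ratios of 0.665 and 1.07 (exact p = 0.971, 0.750 without exercised a), so their direction differed between the sets.
From the micro-RNA rno-mir-486, which it describes as enriched in muscle, the paper proposes that exosomes collected after exercise are in good part of muscle origin. It proposes that Npy mRNA may raise BDNF and, from Mt-atp6 mRNA, that exosomes may raise oxidative phosphorylation in the brain. From these together it proposes that such exosomes may be neuroprotective through signals against inflammation, for survival and for energy production.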

### 4.4 Study Limitations

This study had 5 male rats in each of the exosomal RNA sequencing groups. 

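The deposited table holds 4 sedentary and 4 exercised libraries, and the statistics section of the paper gives n = 4 for RNA sequencing. The values of Table 2 come from fewer. Its maximum group means match no other choice of exercised libraries as often as b, c and d, the next best being a, c and d with 6 of the 27 RNAs, and the mean of all 4 matches 0 within the same tolerance. Sedentary group means are not printed, so that group was inferred from the fold changes. Over sedentary a, c and d, the SD of the log2 ratio between the paper's fold changes and the ratios of group means was 0.14 over 24 RNAs with sedentary reads, and the paper's fold changes were 0.762 times these ratios in the median. The next best choice, sedentary a and d, gave an SD of 0.45, and all 4 sedentary libraries gave 1.23 over 25 RNAs.
Sedentary b and exercised a had the fewest reads of their groups. They also differed from the others in single RNAs of Table 2. LOC120095739, a small nucleolar RNA, was at 4.09 TPM in sedentary b and 0 in exercised a, and its ratio was 19.2 over the 6 libraries, on 3 sedentary reads (read ratio 13.9, exact 95% binomial interval 4.41 to 70.01, counting error only), and 4.20 over all 8 (14.4 without sedentary b). Snora52 was at 25.9 TPM in sedentary b and 9.04 in exercised a, and its ratio was 3.97 over the 6 libraries and 2.37 over all 8. Between libraries the correlation of log2(TPM + 1) across the tested genes, which are not independent replicates, ran from r = 0.750 between sedentary a and exercised a to 0.929 between exercised c and d.

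**Figure D3:**
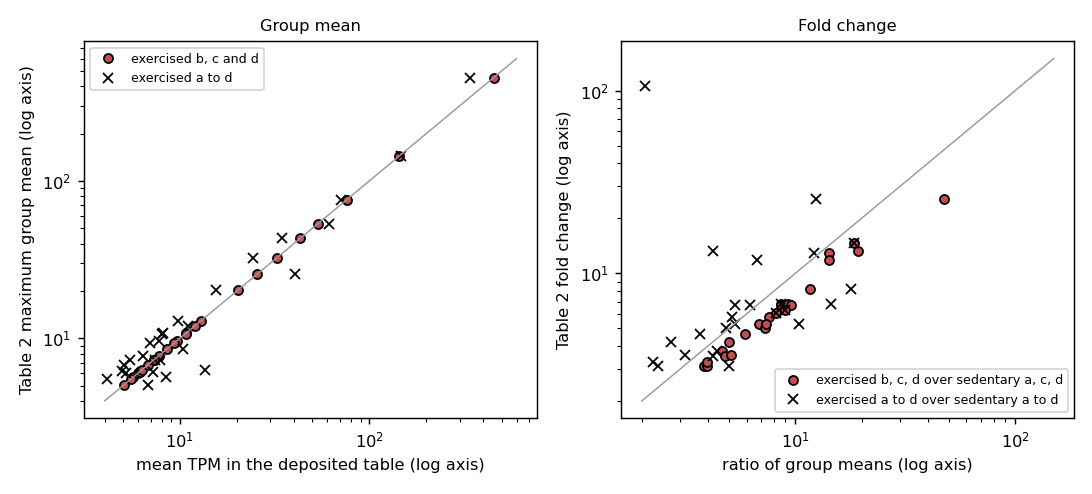
Values of Table 2 on the vertical log axes against values from the deposited table on the horizontal log axes, for maximum group means in TPM and for fold changes, with the grey line marking equal values. Each point is an RNA, circles use exercised b, c and d (fold changes over sedentary a, c and d), and crosses use all 4 libraries of a group. The circles of group means lie on the line for 27 of 27 RNAs, and those of fold changes lie beneath it at a median of 0.762 times the ratio.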

While informative and significant, the study would be improved by the addition of female rats as PD outcomes differ in men and women. In this study, rats underwent moderate chronic exercise for 1 month, and longer studies may uncover additional benefits, or at least a point of diminishing returns where, with additional exercise, no further benefits are achieved. Additionally, the effect of exercise on alpha‐synuclein inclusion formation and composition was not evaluated and should be investigated in future exercise PD studies.

### 4.5 Future Direction and Translational Potential

Follow‐up studies should determine whether exercise prior to PD nucleation can provide improved neuroprotection. To ascertain whether plasma exosomes can induce neuroprotective exercise adaptations in the brain directly, intracerebroventricular (ICV) delivery of exercise exosomes to PD rats should be performed. This would unambiguously answer the questions of their neuroprotective properties directly on the brain. Next, intravenous infusion of exercise donor exosomes should be tested to determine the degree to which IV delivery can achieve neuroprotection compared to ICV. In vitro studies using human iPSC‐derived dopaminergic neurons and PFFs can determine cell‐specific effects of exercise exosomes on dopaminergic neurons in PD. In vitro studies can also determine the individual contribution of identified exosomal RNAs. These studies would provide preliminary data for eventual human testing of exercise‐derived exosomes or delivery of identified exosomal RNA with the potential to induce neuroprotective exercise adaptations. With 33 clinical trials of exosome therapies underway for various diseases (Rezaie et al. 2022), there exists a clear path for eventual clinical application of exercise‐derived exosomes and their content.

## Author Contributions

V.D. developed the study and directed the project, B.A.C. developed the study, provided RNA seq. expertise, M.G., B.S., A.E.M., and V.D. performed experiments; A.S. generated figures and performed analysis; P.R. provided exosome expertise and use of equipment for exosome validation; A.S. and A.B.W. generously produced, validated, and provided PD‐inducing PFFs.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Data S1:** Supporting Information

**Figure S1:** Immunoblot of CD9, CD69, and CD81, exosomal markers.

**Figure S2:** Particle characterization of ultracentrifugation exosomal yield compared to ExoQuick. Particle yield after ultracentrifugation **A**. Particle yield after ExoQuick isolation **B**. Nucleic acid yield from exosomes isolated with ExoQuick **C**.

**Figure S3:** Immunoblots of NPY, irisin, and BDNF, peptides associated with exercise and neuroprotection.

**Table S1:** jnr70084‐sup‐0004‐Table.xlsx.**: Table 1 S: Supplemental statistical analysis: normality test, and ANOVA results**. Statistical results are shown for the various parameters observed including the tyrosine hydroxylase (TH+) features and LB. Substantia nigra (nigra) and striatum (str) are included.

## Data Availability

The data that support the findings of this study are openly available upon reasonable request and online in the NCBI Gene Expression Omnibus (GEO) repository, accession GSE302532.

# Supplementary material for: Moderate Chronic Treadmill Exercise Slows Dopaminergic Neuron Loss in a Rat Model of Parkinson's Disease and Alters RNA Content of Circulating Plasma Exosomes
**Source:** J Neurosci Res. 2025 Oct 13;103(10):e70084. doi: 10.1002/jnr.70084
**Supplement:** Supplementary file 1 — Data S1: Supporting Information

Rigorous study design and transparent reporting of results are the cornerstones of science. By maximizing the information provided in a manuscript, factors that may contribute to irreproducibility will be mitigated. The *Journal of Neuroscience Research* promotes transparency in research by strongly encouraging authors to include all relevant information about their studies (see our [preprint](https://osf.io/5cvqh/) for details). To expedite reviewer monitoring of these factors, authors submitting original research articles must complete this questionnaire.

If the manuscript is accepted and all items within the checklist are present, we will include a declaration of transparency at the end of the manuscript. This declaration reads as follows:

***The authors, reviewers and editors affirm that in accordance to the policies set by the Journal of Neuroscience Research, this manuscript presents an accurate and transparent account of the study being reported and that all critical details describing the methods and results are present***.

To complete the checklist, fill in the right-hand column with the page and paragraph number (e.g., ‘Page 3, Paragraph 2’) corresponding to the checklist item. If a checklist item is not applicable to the study being reported or the authors are unable to provide that item, a reason must be supplied. Additional comments can be added at the end of the document. Upload the completed document as supplementary information for review.

| Experimental and Study Design | Pg. 2, Para. 1, Pg 5, para 2 |
| --- | --- |
| 1. Clearly state the primary and any secondary objective or hypothesis of the study |  |
| 1. For each experiment, the study design must include:    1. Number of experimental and control groups    2. Randomization and blinding procedures and/or steps to minimize subjective bias when allocating subjects to experimental groups    3. Precise details of all procedures, including housing and husbandry are carried out in the experiment    4. Is sex considered as a biological variable? See [Editorial](https://pericles.pericles-prod.literatumonline.com/doi/full/10.1002/jnr.23979) for details about proper reporting | Pg. 7, Para. 1 |
|  | Pg. 7, Para. 1 |
|  | Pg. 5, Para. 3, Pg. 6, Para,1,2,3 |
|  | Not applicable, males only |
|  |  |
| **Experimental Subjects** |  |
| 1. Specify the total number of subjects in each experiment, including the number of animals, sex and age in each group    1. Explain how the number of animals were arrived at and provide details of any sample size calculation, including power analysis    2. Indicate the number of independent replications of each experiment, when applicable | Pg. 7, Para. 1 |
|  | Pg. 7, Para. 1 |
|  | Not applicable |
| **Data Handling** |  |
| 1. Indicate data collection start and stop rules:    1. Define the criteria for data/subject inclusion and exclusion. If any outcome or condition measure used was not reported in the results section, authors must address this omission    2. Specify reasons for any discrepancy between the number of animals at the beginning and end of the study    3. Define and explain how outliers are handled and report if data are removed prior to analysis |  |
|  | Pg. 7, Para. 1 |
|  | Not applicable |
|  | All data reported, no outliers. |
|  |  |
| **Statistical Analysis and Depiction of Continuous Data** |  |
| 1. Provide details of the statistical methods used for each analysis    1. State, define and justify the statistical analysis used and specify the unit of analysis for each dataset    2. Describe and report methods used to assess whether data met the assumptions of the statistical approach and any adjustments for multiple comparisons    3. Fully report statistics (including exact value of N, degrees of freedom, test value and exact P-value when >0.001) and we encourage the use of effect sizes and confidence intervals    4. Disaggregated data are presented for males and females    5. Data distribution is depicted with univariate scatterplots boxplots, violin plots, or kernel density plots when presenting **continuous data** (see Editorial [Publishing Transparent and Rigorous Scientific Research](https://osf.io/5cvqh/)) |  |
|  | Pg. 7, Para. 1 |
|  | Pg. 7, Para. 1 |
|  | Figure captions Pg 17,18, Table 1S |
|  | Not applicable, males only |
|  | yes |
|  |  |
| **Discussion** |  |
| 1. Comment on study limitations including any potential source of bias, limitations to the animal model, imprecisions associated with the results, and the inability for any reason to study possible sex influences where they may exist. 2. Comment on possible translational implications and future research directions | Pg. 15, Para. 2 |
|  | Pg. 15, Para. 3 |

How the deposited data were processed for this re-analysis (not part of the article)

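RNA of plasma exosomes was measured in 8 libraries, 4 from sedentary and 4 from exercised male rats. These rats belong to the cohort used for exosomes, which received no alpha-synuclein fibrils. The authors deposited 1 table of TPM, with 29541 genes and 8 columns of values, each of which sums to 1000000. Before depositing it they aligned and counted the reads, on rat build mRatBN7.2 by the submitters' processing notes, and divided by gene length. The aligner, the counter, the annotation and the test behind Table 2 are not given in the sources used here.
Everything else was computed from that table. Libraries were mapped to groups by their labels, a to d in both groups. Gene names were taken from the table, and RNA types from it and from a RefSeq gene list of assembly GRCr8, in which 23844 of the 29541 names were found. Because the builds differ, no coordinates from that list are used, and chromosomes are those of Table 2. TPM keeps no depth, but every value above 0 was a whole multiple of the value of 1 read. For each gene the smallest whole numbers that give its values in all libraries were taken as its reads. At a tolerance of 1e-06, 71860 of 71860 values came out whole. In a check in which each value was multiplied by a random factor, 0 came out whole. If the length of a gene and all its reads shared a common factor, its true reads would be a multiple of these numbers. This is most likely for genes with reads in few libraries. The libraries held 10020804 to 31357153 reads by this measure, and the 10 most abundant RNAs took 99.3 to 99.7% of them. Nuclear mRNA was left with 39706 to 88308 reads per library, and 5333 to 10853 genes were above 0. Whether PCR duplicates were removed is not given in the sources used here. Binomial intervals take each read as independent and cover counting error only, and they would be too narrow if duplicates remain. For such intervals the exact (Clopper-Pearson) binomial method at 95% was used, and a group with no read was set at a floor of 3 reads.
Genes with a mean of at least 1 TPM over all 8 libraries (508) were compared on log2(TPM + 1) with limma 3.58.1 in R 4.3.3 (linear model without covariates, eBayes with trend, Benjamini-Hochberg adjustment). A count of genes within the ranges of Table 2 used a ratio of group means of at least 3, a larger group mean of at least 5 TPM and an unadjusted p of at most 0.05. These ranges, and the values of the 27 RNAs, had been seen in the paper before. Single RNAs, RNA types and list sums were compared with two-sided exact permutation tests, over 70 assignments for 4 against 4 and 20 for 3 against 3, whose smallest p is 0.10. The RNA types (15) were compared as shares of all TPM.
Gene lists (24) were fixed before the data were examined, for skeletal muscle, heart muscle, liver, adipose tissue, endothelial cells, neurons, glia, erythroid cells, platelets and megakaryocytes, neutrophils and granule peptides, monocytes and macrophages, lymphocytes, muscle micro-RNAs, erythroid micro-RNAs, exerkines and myokines, exosome and vesicle markers, mitochondrially encoded mRNAs, nuclear oxidative phosphorylation, cytosolic ribosomal proteins, MHC class I, iron storage and handling, immediate early and heat shock genes, interferon response, and histones. Those with at least 3 tested genes (4 lists) were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation. Since most members lie under the filter on TPM, the summed reads of each list, scaled to 1000000 reads outside the 10 most abundant RNAs (RPM), were added as a measure after the data had been seen, as were the sums of lists without their members in Table 2 and the ratios of RPM of single members.
The genes named in the text were chosen by a rule. It takes the 27 RNAs of Table 2, the other exosome markers and exerkines that the paper names, up to 10 genes in each direction with the smallest p by limma among those whose groups do not overlap, and in each list up to 4 members with the highest mean TPM. Among genes whose groups do not overlap over all 8 libraries, 27 were higher and 3 lower in exercised rats, where chance gives 14.5 in all. Over the 6 libraries of Table 2 there were 67 and 22, where chance gives 49.1. Genes are correlated across libraries, so the spread around these chance numbers is not known and the excess decides nothing. The split between higher and lower was counted on TPM as deposited, where the median log2 fold change of all tested genes was 0.40 over all 8 libraries. Genes named outside this rule are those within the ranges of Table 2 that are not in it, Snora81_2, Ank1, Treml1, Itga2b and the copies of small RNAs, which were chosen after their values were seen. Vwf falls under the rule through the endothelial list.
The limma step was tested on simulated reads with the mean levels of these libraries. Their spread was set from the SD of log2(TPM + 1), which is narrower than that of the reads at low levels. At 4 against 4 and 460 genes limma recovered 44 of 100 genes changed 4-fold and 71 of 100 changed 16-fold, with 3 false calls among 294 unchanged genes. Many genes were changed at once, which eases the adjustment, so recovery in the real data may be lower.
Alternatives were pseudocounts of 0.1 and 5 TPM, median-ratio scaling, TPM scaled again without the 10 most abundant RNAs, quantile normalization, the letters a to d as a block, no filter and a filter at 5 TPM, eBayes without trend, array weights, exact permutation p-values, and each library left out in turn. The 6 libraries that match Table 2 and voom on reads outside the 10 most abundant RNAs (mean of at least 10 reads, 1112 genes) were added after the data had been seen. Values were computed with python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9. The histology, the Western blots and the particle counts of the paper are not analysed here.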

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

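The tests of scaling, of single libraries and of tissue sources in this part were chosen after the results were seen, and the comparisons with other splits of the libraries were not.
Of 106 groups of 4 libraries examined, 7 held a library far from the other 3. Chance would give about 5.3 for independent groups of normally distributed values. A group in which only 1 library has a value above 0 is always flagged, so these numbers cannot be compared. AY172581.1, a mitochondrial tRNA, was at 3.92 TPM in sedentary a and 0 in the other sedentary libraries. LOC120093427 was at 27.9 TPM in exercised d and 0 in the other exercised libraries, and LOC120096085 at 9.84 TPM in sedentary b and 0 in the other sedentary ones. LOC120098346 was at 0 TPM in exercised a and at 212 to 581 in exercised b, c and d. Heart muscle mRNAs were at 300.4 RPM in exercised c and at 3642 to 4678 in the other exercised libraries. Platelet mRNAs were at 521 RPM in sedentary a and at 1308 to 1577 in the other sedentary libraries. Exercised a had 10020804 reads, against 21015626 to 22094584 in the other exercised libraries. In lists that the paper does not examine, liver mRNAs had a ratio of 0.165 and platelet mRNAs of 2.16 between exercised and sedentary rats over all 8 libraries.
The 27 RNAs of Table 2 had a median log2 ratio of 2.42 between exercised and sedentary rats over all 8 libraries. With TPM scaled again without the 10 most abundant RNAs it was 2.03, so their share moved it in part. Those 10 held 98.6 to 99.2% of TPM in sedentary and 98.1 to 98.7% in exercised libraries. Such a difference can move ratios only so far, and the 27 were chosen for large ratios on 6 of these libraries. The median could thus not have come near 0, and the test decides nothing about the rest of the difference. In 14 of the 27 a single exercised library held more TPM than the other exercised libraries together, so reads of single libraries and an effect of exercise cannot be told apart for these with 4 libraries per group. Of 35 splits of the 8 libraries into 4 and 4, 2 gave as many genes within the ranges of Table 2 as the real one with its 28, and chance cannot be excluded. The other split, with 34 genes, set sedentary a and b and exercised c and d against the rest. It called 6 genes at an adjusted p under 0.05 by limma, which may point to a structure of the samples other than exercise. By the library names in the labels, it sets 437P, 449P, 454P and 455P against 450P to 453P, and so follows the order of library numbers. Whether this order or something else is the source was not tested. At an adjusted p under 0.05 the real split called 0 genes by limma and by voom, a count that says nothing about chance. By limma it had 54 genes at an unadjusted p under 0.05.
Liver mRNAs were lower in exercised rats, with a median log2 fold change of -1.66 over the 6 tested genes. With TPM scaled again without the 10 most abundant RNAs it was -2.11 over the same 6 genes and -1.99 over the 7 then tested, which argues against the scaling as the cause. A difference between libraries that has nothing to do with exercise stays open, since the exact permutation p of the summed liver reads was 0.057 and sedentary b lay below exercised b. Camera called 1 list, this one, and lost it with an estimated correlation (adjusted p = 0.123), and 20 of 35 splits called as many, up to 2, so chance cannot be excluded here either.
The gene of the micro-RNA rno-mir-486 had 28 exercised and 7 sedentary reads, which do not separate mature micro-RNA from its precursor. This micro-RNA is known from both muscle and red blood cells, and RNA of either could be its source. Skeletal muscle mRNAs had a ratio of 1.07 between exercised and sedentary rats, and erythroid mRNAs of 1.70. The exercised libraries spread from 1337 to 4353 RPM for muscle and from 8872 to 38301 for erythroid mRNAs, so that neither ratio decides, and the sources cannot be told apart. Vesicles can also carry micro-RNA without the mRNAs of the same cells, which was not tested.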

How the results depend on the processing

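The 6 libraries of Table 2 and voom were chosen after the data had been seen, and the other alternatives before. Of 260 values under alternatives, 213 kept their direction and their side of the threshold (or stayed within 1.5 times, for counts), and 0 reversed. Many of the 213 are results that did not pass and stayed so. The ribosomal protein, erythroid and mitochondrial lists, which camera did not call, gave 19 of them each. The count is therefore no measure of how firm the differences are.
At an adjusted p under 0.05, 0 genes passed by limma as reported and 0 by voom, against 43 higher and 11 lower at an unadjusted p under 0.05 by limma. With a pseudocount of 5 TPM 1 gene passed the adjusted p, and with each library left out in turn 0 to 1 (1 without sedentary a). Within the ranges of Table 2, the 22 higher genes became 13 with median-ratio scaling, 10 with TPM scaled again without the 10 most abundant RNAs, 8 with quantile normalization, 14 without a filter, 9 with a filter at 5 TPM (fewer genes tested) and 12 with exact permutation p-values, and 15 to 32 with a library left out. The 6 lower genes became 3 with the letters as a replicate block, 2 with a filter at 5 TPM and 0 with exact permutation p-values, and 2 to 8 with a library left out (2 without exercised a, 3 without sedentary d, exercised c or exercised d). The 15 RNAs of Table 2 at an unadjusted p under 0.05 became 8 with quantile normalization, 6 with a filter at 5 TPM and 23 with array weights, which ran from 0.335 for exercised a to 2.50 for sedentary c, and 11 to 17 with a library left out.
The log2 fold change of Rgs4 did not pass an unadjusted p under 0.05 as reported. It passed with a pseudocount of 0.1 TPM (2.99), by voom (3.28) and without sedentary d, exercised c or exercised d, within 1.45 to 2.00 over the 7 libraries left out in turn with a test. Without exercised b it fell under the filter at 1 TPM and was not tested, and its ratio was 3.08 against 12.1. That of Npy no longer passed with quantile normalization (1.59) or the replicate block (1.92), and ran from 1.48 to 2.43 with a library left out. Mt-atp6 no longer passed without the 10 most abundant RNAs in the scaling (1.27), with quantile normalization (1.20) or by voom (2.10), and ran from 1.34 to 2.17. For rno-mir-486 this held with median-ratio scaling (1.26), without the 10 most abundant RNAs (1.08), with quantile normalization (1.02) and with the replicate block (1.48), and the range was 0.98 to 1.84. Camera called 1 list as reported, 2 without a filter, 2 by voom and 0 with an estimated correlation, and with a filter at 5 TPM no list had enough genes. For shares of TPM by RNA type, run without the 10 most abundant RNAs, with each library left out and over the 6 libraries, no type passed an adjusted p under 0.05, which 3 against 3 cannot give and 4 against 4 only with 9 types at the smallest possible p, so these 10 of the 213 values are nearly fixed by the design. Apart from fewer genes or libraries, the cause was not tested.
Nothing says that libraries with the same letter belong together. The correlations of their deviations from the group means were -0.18, -0.0049, -0.26 and -0.17, 0 of 4 libraries matched best with their own letter, and the replicate block left 34 genes higher and 6 lower at an unadjusted p under 0.05. Only 64776 to 139868 reads per library lie outside the 10 most abundant RNAs, and how far this depth limits the values was not tested.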

Differences from the paper's values

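The comparison with the 6 libraries of Table 2 was chosen after the values were seen, and the other alternatives were set before the data were examined.
A fold change is listed here where the values lie more than 1.5 times apart and further apart than the spread between exercised libraries, and for Npy, a leading result, on the factor of 1.5 alone. For Npy the paper's fold change is 11.8, and the ratio over all 8 libraries was 6.71, a gap that lies within the spread (SD 5.76). Without exercised b it was 8.56 and without exercised d 8.04, both within 1.5 times, and under the other 16 of 18 alternatives it was not, from 4.49 without exercised a to 21.3 without sedentary b, which lie on both sides of the paper's value. For the small nucleolar RNA LOC120095739 the paper's fold change is 13.27 against 4.20, and it came within that margin without sedentary b (14.4) and under none of the other 17 alternatives. For Snora81_1 the paper's fold change is 8.24 against 17.8, and it came within the margin with TPM scaled again without the 10 most abundant RNAs (9.26), with quantile normalization (10.1) and without sedentary b or sedentary d (both 13.4, by the spread), and not under the other 14 (up to 42.9 without sedentary a). For the small nuclear RNA LOC120096085 the paper's fold change is 105.97 against 2.07, and it still differed under 17 of 18 alternatives. Without sedentary b no sedentary read was left, and it was at least 14.1-fold higher against a floor of 3 reads over the group, a lower bound that decides nothing about the paper's value.
Over the 6 libraries of Table 2, a set chosen after seeing the values, 0 of the paper's fold changes differed in this sense and 23 of 24 lay within 1.5 times, against 16 of 25 over all 8. The ratios there were 14.2 for Npy, 19.2 for LOC120095739 (on 3 sedentary reads, read ratio 13.9, exact 95% binomial interval 4.41 to 70.01) and 11.6 for Snora81_1, and LOC120096085, with no sedentary read, was at least 18.9-fold higher against a floor of 3 reads over the group. All 27 RNAs had a ratio of at least 3 in that set, and 18 passed an unadjusted p under 0.05 by limma.
The paper gives mitochondrial RNA as 7% of its RNAs, and 0% of the 22 genes within the ranges of Table 2 over all 8 libraries were mitochondrial RNAs other than mRNA. The count used ranges read from Table 2, since the paper names no fold or level threshold for its RNA list. The paper's limitations give 5 rats per group, and the deposited table holds 4 libraries per group.
The paper calls all 27 RNAs significant, and by limma 15 of them passed an unadjusted p under 0.05 over all 8 libraries and 0 an adjusted p under 0.05, with up to 23 at an unadjusted p under 0.05 with array weights. Its statistics section marks p under 0.05 and under 0.01 as significant and names Prism, next to the ANOVA of the histology, and no test or fold threshold is named for this list. In its discussion the paper describes the mRNAs of irisin, NPY and BDNF as missing from exosomes of exercisers, while the exercised libraries held 213 reads of Npy, 7 of Bdnf and 5 of Fndc5, and the paper itself lists Npy in Table 2.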

Other observations

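The read sums of gene lists in this part were added after the data had been seen, and no explanation is tested here.
Among the heat shock mRNAs, the ratios of Hspa1a and Hsp90aa1 hung on single libraries, and that of Hspa1b stayed high without exercised b. Hspa1b, an inducible HSP70, had 98 exercised and 9 sedentary reads (ratio of RPM 11.4 over the 6 libraries of Table 2 and 12.5 over all 8, exact permutation p = 0.057). Its paralog Hspa1a had ratios of 3.29 and 3.53 (exact permutation p = 0.143). Exercised b held 60 of the exercised Hspa1b reads and 73 of the 90 of Hspa1a, and without it the ratios were 8.51 and 1.34, while without sedentary d they were 32.3 and 7.63. Hsp90aa1 had ratios of 0.481 and 0.666 (exact permutation p = 0.914), but 212 of its 297 sedentary reads came from sedentary d, and without that library the ratio turned to 1.26. Of the vesicle markers, whose list had a ratio of 0.713 over the 6 libraries and 1.21 over all 8 (3005 ± 2396 against 2482 ± 1513 RPM, SD, n = 4, exact permutation p = 0.771), Hsp90ab1 took most reads, with ratios of RPM of 0.657 and 1.103 (0.702 without exercised a, 1.80 without sedentary d). Its direction differed between the sets, as did that of the list, which was at 2292 in sedentary b and 6577 in exercised a (0.731 without exercised a). Uqcrh, a subunit of respiratory complex III, had 256 exercised and 57 sedentary reads (ratios of RPM 5.55 and 3.72, exact permutation p = 0.171, 2.33 without exercised b, which held 175 of the exercised reads, and 6.22 without sedentary b), while its list showed no such difference.
Cytosolic ribosomal protein mRNAs had a ratio of 1.52 over the 6 libraries and 2.37 over all 8 (12319 ± 12586 against 5190 ± 2655 RPM, exact permutation p = 0.314), with 8670 in sedentary b and 30953 in exercised a (ratio 1.18 without exercised a), and Rpl35 held most of their reads (2933 exercised, of which 1750 in exercised a, and 968 sedentary). The 6 tested members were not called by camera (adjusted p = 0.961). Endothelial mRNAs had ratios of 0.652 and 0.862 (exact permutation p = 0.514, 1.08 without sedentary c), adipose mRNAs of 0.393 and 0.779 (exact p = 0.314, 0.429 without exercised a), glial mRNAs of 0.626 and 0.511 (exact p = 0.143), and those of monocytes and macrophages of 0.653 and 0.497 (exact p = 0.343, 0.838 without sedentary b). Lymphocyte mRNAs had ratios of 1.20 and 1.14 (exact p = 0.943, 0.759 without exercised c) and histone mRNAs of 1.55 and 1.34 (exact p = 0.943, 0.991 without exercised d). By voom on reads, camera called liver mRNAs lower (adjusted p = 4.11e-11, 15 genes) and platelet mRNAs higher (adjusted p = 0.00122, 6 genes), and neither call held with an estimated correlation (adjusted p = 0.292 for both).
Among genes whose groups do not overlap, Fabp1, the liver fatty acid binding protein, had 5 exercised and 69 sedentary reads (ratio 0.121 over the 6 libraries and 0.0988 over all 8, 0.0264 without exercised d, log2 fold change -1.28, standard error 0.368, adjusted p = 0.312 by limma). The pseudogene LOC120096048 had 1 exercised and 17 sedentary reads. ENSRNOG00000063301, the most abundant RNA of all and without an assigned type, had ratios of 0.733 and 0.750 (adjusted p = 0.333 by limma), and the ribosomal RNA LOC120102105, the next in abundance, had ratios of 1.46 and 1.45 (368968 ± 19766 against 254447 ± 46204 TPM, adjusted p = 0.312 by limma).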
